# Oncogenic *ALK*^*F1174L*^ drives tumorigenesis in cutaneous squamous cell carcinoma

**DOI:** 10.26508/lsa.201900601

**Published:** 2020-04-20

**Authors:** Marco Gualandi, Maria Iorio, Olivia Engeler, André Serra-Roma, Giuseppe Gasparre, Johannes H Schulte, Daniel Hohl, Olga Shakhova

## Abstract

Cutaneous squamous cell carcinoma (cSCC) is the second most common skin cancer characterized by increased mortality. Here, we show for the first time that anaplastic lymphoma kinase (ALK), a receptor tyrosine kinase of the insulin receptor superfamily, plays a pivotal role in the pathogenesis of cSCC. Our data demonstrate that the overexpression of the constitutively active, mutated ALK, *ALK*^*F1174L*^, is sufficient to initiate the development of cSCC and is 100% penetrant. Moreover, we show that cSCC development upon *ALK*^*F1174L*^ overexpression is independent of the cell-of-origin. Molecularly, our data demonstrate that *ALK*^*F1174L*^ cooperates with oncogenic *Kras*^*G12D*^ and loss of *p53*, well-established events in the biology of cSCC. This cooperation results in a more aggressive cSCC type associated with a higher grade histological morphology. Finally, we demonstrate that Stat3 is a key downstream effector of *ALK*^*F1174L*^ and likely plays a role in *ALK*^*F1174L*^-driven cSCC tumorigenesis. In sum, these findings reveal that ALK can exert its tumorigenic potential via cooperation with multiple pathways crucial in the pathogenesis of cSCC. Finally, we show that human cSCCs contain mutations in the *ALK* gene. Taken together, our data identify ALK as a new key player in the pathogenesis of cSCC, and this knowledge suggests that oncogenic ALK signaling can be a target for future clinical trials.

## Abstract (precis)

Here, we show for the first time that anaplastic lymphoma kinase (ALK), a receptor tyrosine kinase of the insulin receptor superfamily, plays a pivotal role in the pathogenesis of cSCC.

## Introduction

Anaplastic lymphoma receptor kinase (ALK) alterations have been identified in several human cancers, including neuroblastoma, glioblastoma, lung cancer, anaplastic large cell lymphoma, and renal cell carcinoma (Hallberg & Palmer, 2013). Most cancer-associated rearrangements in the *ALK* gene are associated with fusions, copy-gain number, or activating *ALK* mutations (Hallberg & Palmer, 2013). In mice, overexpression of the mutated *ALK*^*F1174L*^ gene results in neuroblastoma development (Heukamp et al, 2012). An elevated expression of phosphorylated ALK as well as its ligands, midkine, and pleiotrophin has been found in patients with basal cell carcinoma (BCC) and cSCC (Ning et al, 2013). To investigate the possible role of ALK in the pathogenesis of skin tumors, we overexpressed *ALK*^*F1174L*^ in the epithelial cells in the skin. A number of studies has addressed the cell-of-origin of BCC and cSCC. BCC can arise from the progenitor cells of the interfollicular epidermis, cells in the infundibulum of the hair follicle (HF) (Youssef et al, 2010), and HF stem cells (Grachtchouk et al, 2011). Similarly, compelling evidence suggests that cSCC can also arise not only from interfollicular epidermis but also from the HF stem cells (Lapouge et al, 2011; White et al, 2011; Sanchez-Danes & Blanpain, 2018). Based on these studies, we have decided to overexpress *ALK*^*F1174L*^ in HF stem cells using *Lgr5-CreERT2* (Barker et al, 2007) and *K15-CreERT2* (Morris et al, 2004) mouse lines, and in all basal cells taking advantage of *K5-CrePR1* (Zhou et al, 2002) and *K14-CreERT2* (Vasioukhin et al, 1999) transgenic strains.

## Results and Discussion

We induced the expression of *ALK*^*F1174L*^ via topical administration of 4-hydroxytamoxifen (4-OHT) on the shaved back skin as well as on the ears and tails (Fig 1A). 100% of *ALK*^*F1174L*^ *Lgr5-CreERT2* mice developed skin lesions and had to be euthanized at the latest 4 mo after 4-OHT induction (Figs 1B and S1A). Skin lesions became apparent after 3 wk after transgene activation. Whereas 83% (11/13 mice) of *ALK*^*F1174L*^ *Lgr5-CreERT2* mice developed lesions in the ears and 69% (9/13 mice) in the tail, no abnormalities were seen in the back skin (Fig 1C). However, skin lesions on the back skin were occasionally observed in several *ALK*^*F1174L*^ overexpressing mice carrying fight wounds (Fig S1B). It is widely accepted that epithelial cancers arise as a result of a multistep process involving tumor initiation, promotion, and progression (Hennings & Boutwell, 1970; Abel et al, 2009). The fact that skin wounding in combination with other inducing agents has been previously demonstrated to promote skin carcinogenesis (Hoste et al, 2015) suggests that whereas *ALK*^*F1174L*^ overexpression alone is sufficient to drive tumor formation in ear and tail skin, it might require an additional promoting treatment in the back skin. We nevertheless excluded those mice from further analysis because our study focused on the dissection of the role of *ALK*^*F1174L*^ overexpression in the context of skin homeostasis. ALK overexpression was confirmed using Western blot with anti-pALK antibodies (Fig S1C). The presence of the *luciferase* (*luc*) reporter gene in the *ALK* transgene allowed us to monitor tumor development using IVIS imaging system (Heukamp et al, 2012) (Fig 1D). Based on the histological examination (Gleich et al, 2016), we distinguished four types of skin lesions, including cysts (n = 5 mice), acanthopapilloma (AP) (n = 7 mice), keratoacanthoma (KA) (n = 7 mice), and cSCC type 1 (n = 8 mice) (Figs 1E and F and S1D and E). Similarly, the targeted expression of *ALK*^*F1174L*^ using another HF stem cell–specific *Cre* line, *K15-CrePR1* (Morris et al, 2004), resulted in cSCC development (Fig 1G). Moreover, the crossings of *ALK*^*F1174L*^ mice with *K5-CrePR1* (Zhou et al, 2002) and *K14-CreERT2* (Vasioukhin et al, 1999) lines gave rise to skin lesions strikingly resembling those present in *Lgr5-CreERT2* and *K15-CrePR1* lines as assessed with hematoxylin/eosin staining as well as with an immunostaining for pan-cytokeratin (pan-Ck) (Figs 1H and I and S1F). We conclude that *ALK*^*F1174L*^ expression alone is sufficient to drive tumor initiation, and it induces cSCC independently of the cell-of-origin.

**Figure 1.**
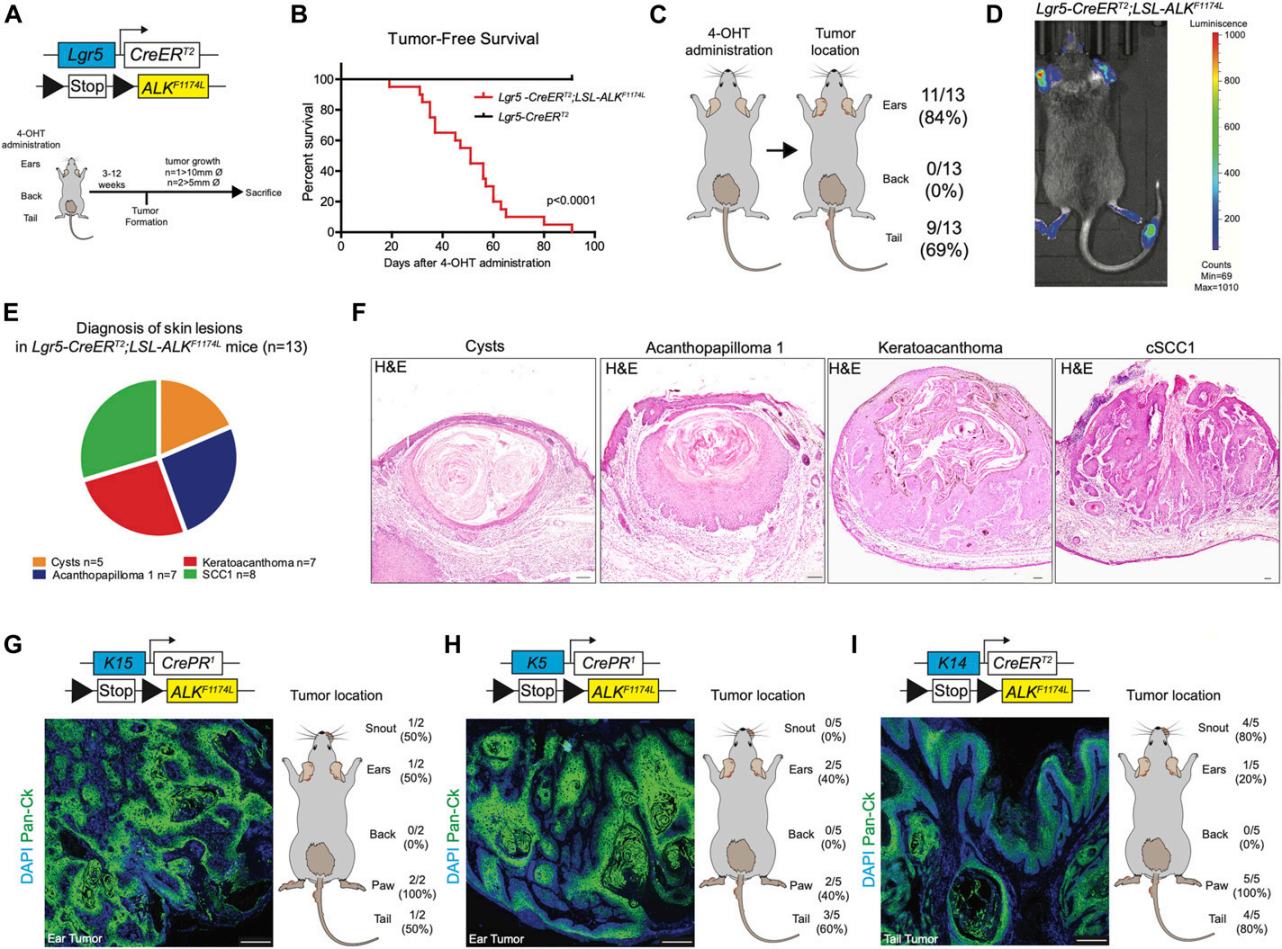
Expression of *ALK*^*F1174L*^ in different skin compartments induces skin lesions and cSCC. **(A)** Graphical representation of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ genotype and experimental design. Topical application of 4OH-tamoxifen (4-OHT) in ears, back, and tail skin of mice resulted in skin lesion development. Then, mice were euthanized when termination criteria were observed (tumor size and ulceration). **(B)** Tumor-free survival of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ mice (n = 15, median 47 d) and controls (n = 12). Log-rank (Mantel–Cox) Test *P* < 0.0001, HR 28.12. All mice developed tumors. **(C)** From left to right. Topical administration of 4-OHT and after tumor formation per location. **(D)** Representative picture of in vivo imaging system (IVIS). Analysis of the *LSL-ALK*^*F1174L*^ transgene expression shows strong luminescent signal from the tumors on ears and tail. **(E)** Pie chart representing the number of mice that developed the listed skin lesions out of total skin lesions diagnosed. **(F)** Representative hematoxylin and eosin (H&E) staining of such lesions from the ears. Scale bars = 100 µm. To note, each mouse developed several tumors. **(G, H, I)** Top to bottom. Genotypes, representative pictures of the tumors marked by pan-cytokeratin immune-labeling and tumor distribution per location. To note, because of leakage of the Cre expression, tumor formation was observed when no specific topical administration was performed. Scale bars = 250 µm.

**Figure S1.**
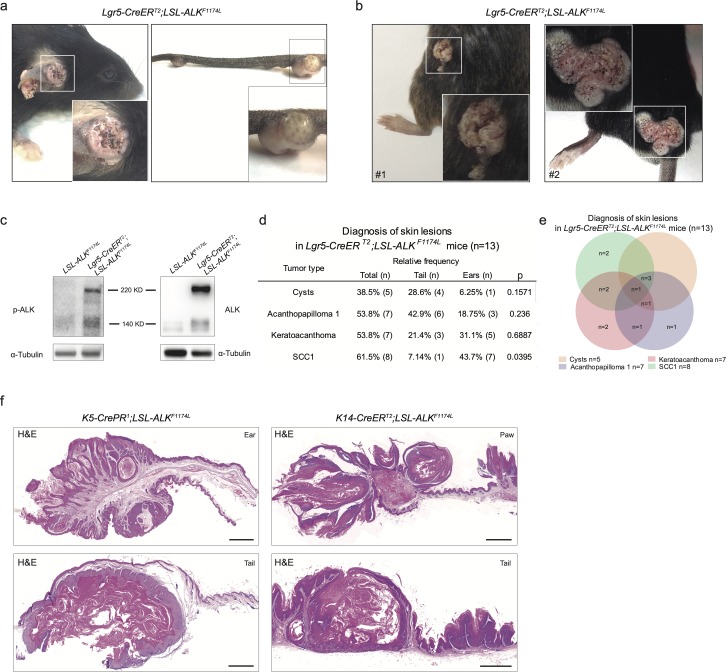
**Overepxression of *ALK^F1174L^* induces skin tumorigenesis independently of the cell of origin. (A)** Representative pictures of ear and tail tumors of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ mice. **(B)** Representative pictures of mice that developed tumors on the back skin after wounds (due to fighting) were observed. Because of the interference of wounding on normal skin homeostasis, these mice have been withdrawn from experiments. **(C)** Western blot for p-ALK and α-tubulin as loading control, in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ ear tumor protein lysate and control ear from sibling. **(D, E)** Evaluation of the skin lesions of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ mice. **(D)** Column “Total” represents the percentage of mice that developed the corresponding diagnosed lesion. The *P*-value has been calculated by Fisher’s exact test in contingency table comparing the proportion of the corresponding skin lesion out of the total lesions per location (tail or ear). **(E)** Venn diagram representing the distribution of the different skin lesions in the mice. **(F)** Representative hematoxylin and eosin (H&E) staining of *K5-CrePR*^*1*^*;LSL-ALK*^*F1174L*^ and *K14-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ skin lesions. Scale bar = 1 mm.

Next, we examined the expression of ALK protein in the normal human skin. ALK expression was readily detected in virtually all basal keratinocytes (Fig S2A). Given the fact that ALK expression in humans has been described in both tumor types, BCC and cSCC, it was surprising that we did not observe any signs of BCC development in our mouse model. To investigate whether mutations in *ALK* gene are present in the human cSCC samples, we performed the analysis of publicly accessible data resources. Cohen et al (2015) described the landscape of mutations detected in cSCC diagnosed in patients undergoing BRAF inhibitor therapy for advanced metastatic melanoma and among other mutations, they have detected the *ALK*^*F1174L*^ mutation (1/29 patients). This prompted us to investigate the frequency of *ALK* mutations in primary and metastatic human cSCC, and we focused on analysis of human cSCC using exome sequencing (Fig S2B) (Durinck et al, 2011; Lee et al, 2014; Pickering et al, 2014; Li et al, 2015; Yilmaz et al, 2017; Inman et al, 2018). Of 161 human cSCC cases analyzed, we have identified 32 cases (20%) carrying mutations in the *ALK* gene. PolyPhen-2 software was used to predict damaging effects of identified *ALK* mutations (Fig S2C) (Adzhubei et al, 2010). Whereas nearly 50% of cases predicted no effect on the *ALK* gene function, others were characterized as potentially harmful mutations. Of note, in addition to the p.F1174L mutation identified in cSCC occurring in the melanoma patient (Cohen et al, 2015), two additional cases harbored the p.G1201E (Murugan & Xing, 2011) and p.G1286R (Bresler et al, 2014) mutations, which are known *ALK* gain-of-function mutations (Fig S2C). We also checked for the presence of mutations in the *Alk* gene in the previously described mouse models of cSCC (Nassar et al, 2015). Two mutations were described, namely, the p.C787S and the p.C1012S, which, however, did not correlate with Alk expression (Nassar et al, 2015).

**Figure S2.**
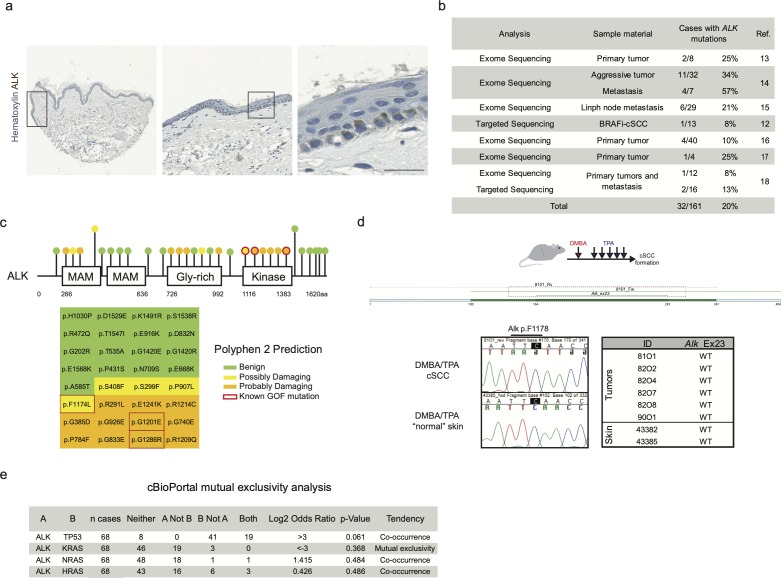
**Characterization of the expression and mutations in human and mouse *ALK* genes. (A)** Immunohistochemistry of a human skin sample immune-labeled with anti-ALK antibody shows positivity among cells of the basal layer of the epidermis. Scale bar = 25 µm. **(B, C)** Metanalysis of *ALK* mutations from different cohorts of cSCC patients. **(B)** number of cases with mutation in the *ALK* gene. **(C)** Graphical representation of the *ALK* mutations and PolyPhen 2 prediction. Red rectangles point out known gain of function (GOF) mutations. **(D)** Graphical representation of DMBA/TPA skin carcinogenesis model. Exome 23 of *Alk* have been sequenced in six tumors and two “normal” skin arising from induced skin areas. No mutations in *Alk* pF1178 have been observed (mouse residue of the human F1174). **(E)** Analysis of frequency of co-occurrence of mutations in *ALK*, *TP53*, and *RAS* genes. Co-occurrence or mutual exclusivity has been assessed thanks to the cBioPortal database. *P*-value is derived from one-sided Fisher’s exact test.

To directly assess whether the *Alk*^*F1178L*^ (orthologue to *ALK*^*F1174L*^) mutation is present in mouse cSCC, we have sequenced exon 23 of the *Alk* gene from six independent cSCC induced by a combination of DMBA (7,12-dimethylbenzanthracene) and TPA (12-*O*-tetradecanoylphorbol-13-acetate) treatment (Fig S2D). None of the tumors exhibited mutations in the *Alk* gene. This could be due to the fact that all mouse DMBA/TPA tumors are induced on the back skin, a location devoid of skin lesions in *ALK*^*F1174L*^ overexpressing mice. Because DMBA/TPA–induced tumors are predominantly driven by oncogenic mutations in RAS signaling, an alternative explanation may be that ALK and RAS are mutually exclusive drivers of skin tumorigenesis. To test this hypothesis, we have analyzed the co-occurrence and overall frequency of *ALK* and *RAS* mutations in human cSCC using cBio Portal (Fig S2E). Among all *RAS* genes analyzed, we have observed that mutations in *ALK* gene appear to be mutually exclusive with mutations in *KRAS* gene (68 cases analyzed and 0 cases display co-occurrence). Mutations in *HRAS* and *NRAS* genes co-occurred with mutations in *ALK* in some cases (68 cases analyzed, 1 case co-occurrence of *NRAS* and *ALK* in the same patient, and 3 cases show co-occurrence of *ALK* and *HRAS* mutations).

Furthermore, we ruled out the possibility that the back skin of *ALK*^*F1174L*^ *Lgr5-CreERT2* mice contained early lesions, yet not visible to the naked eye. To this aim, we performed thorough histological and immunohistochemical examination with anti-Ki67 antibodies and quantified the proliferation index of keratinocytes identified by pan-Ck staining (Fig S3B). Even though some HF appeared dysplastic, no increased proliferation was observed.

**Figure S3.**
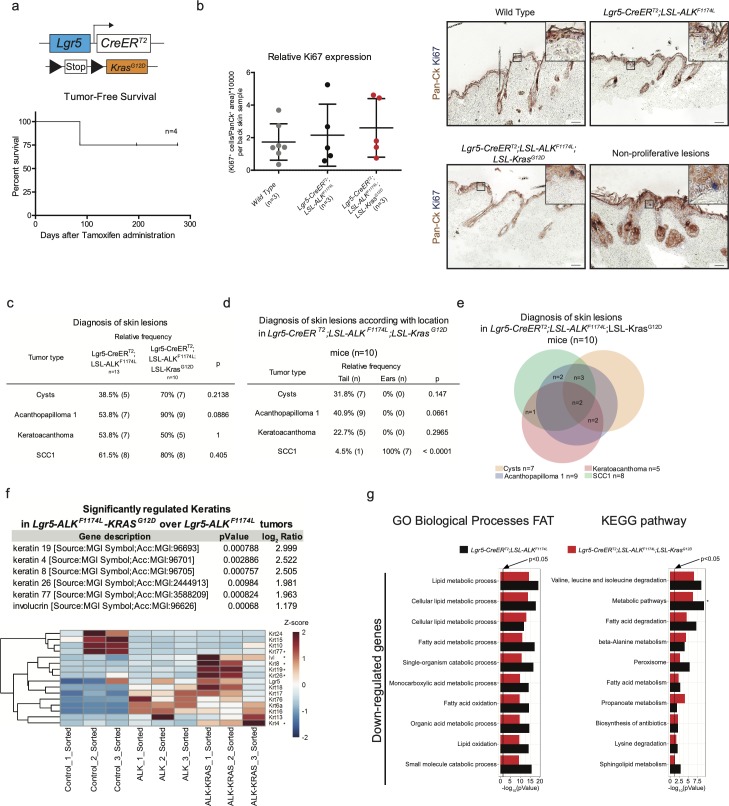
***ALK^F1174L^* cooperates with *Kras^G12D^* to drive cSCC tumorigenesis. (A)** Graphical representation of *Lgr5-CreER*^*T2*^*;LSL-Kras*^*G12D*^ genotype and tumor-free survival (n = 4). **(B)** Quantification of proliferating cells in back skins from *wild-type*, *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice and representative immunohistochemistry carried out using pan-cytokeratin (Pan-Ck) an Ki67 antibodies. Anagen hair follicles have been excluded. Data showed as mean ± SD (one-way analysis of variance, *P* = 0.6517). Scale bars = 50 µm. **(C, D, E)** Evaluation of the skin lesions of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice. **(C)** The *P*-value has been calculated by Fisher’s exact test in contingency table comparing the proportion of the corresponding skin lesion out of the total lesions per location (tail or ear). **(D)** The *P*-value has been calculated by Fisher’s exact test in contingency table comparing the proportion of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice that developed the corresponding skin lesion out of total mice per group. **(E)** Venn diagram representing the distribution of the different skin lesions in the mice. **(F)** Above: table showing the RNA relative expression of significantly mutated keratins between *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ versus *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ sorted tumor cells. Below: heat map showing all keratins mutated between sorted ear keratinocytes versus *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ sorted tumor cells. **(G)** Significantly mutated biological processes and KEGG signaling pathways between *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumors. Horizontal columns represent the *P*-value of the analysis of the down-regulated genes from RNA-seq transcriptional profiling of sorted tumor cells versus normal keratinocytes. Metabolic pathways that is marked by * is significantly changed also in the analysis of transcriptomes of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ versus *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumor cells.

To dissect the molecular mechanisms underlying the *ALK*^*F1174L*^-driven cSCC in the skin, we isolated tumor epithelial cells (TECs) from *ALK*^*F1174L*^ lesions and normal keratinocytes from their *wild-type* littermates by FACS using a combination of Epcam^+^CD31^−^CD45^−^CD140a^−^ markers as previously described (Nassar et al, 2015) and independent triplicates were subjected to RNA sequencing (Fig 2A). 

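Poly-A RNA-seq libraries were made from 3 *ALK* F1174L mice and 3 Cre- littermates, 1 library per mouse, with tumor cells or keratinocytes sorted from the ear. The authors deposited the number of reads counted on each gene in each library, without normalization, for 25700 genes listed by Ensembl identifier. The aligner, the counting program and the genome build are not named in the paper's text, and coordinates given here are those of the GENCODE M21 annotation of GRCm38, which holds 25587 of the listed identifiers. The keratinocyte libraries totalled 28699095, 19142240 and 23788307 counts, and the *ALK* F1174L libraries 32363999, 15676465 and 23052618. At these depths, 3 counts correspond to between 0.093 and 0.191 CPM, and PCR duplicates cannot be told from separate molecules. The counts of any pair of libraries of one genotype differed by 50.4 to 417 times the sampling noise (chi-square per degree of freedom), which checks only that no library is a copy of another. The counts were normalized with edgeR's TMM method, genes with low counts were removed with edgeR's filterByExpr, and the *ALK* F1174L and keratinocyte libraries were compared by edgeR's quasi-likelihood test. Levels are in CPM, counts scaled by library size and TMM factor, as means ± SD over the 3 mice of a genotype. A gene was called at the thresholds of the paper's methods, a P below 0.01 and a log2 fold change above 0.5 or below −0.5. The paper does not say whether its P was adjusted, and the unadjusted P was used here. The number past a Benjamini-Hochberg adjusted P of 0.05 is given beside the calls. Among 13867 genes tested, 1135 were higher and 795 lower in *ALK* F1174L TECs, where chance alone would put 139 genes below an unadjusted P of 0.01. Of these 1930 genes, 1369 passed the adjusted threshold (858 higher and 511 lower). Over all genes tested, the groups did not overlap in 35.9%, which chance gives for 10% of genes. DESeq2 called 2905 genes, all 1930 among them, and edgeR called between 1010 and 2670 genes with one library left out in turn. Mouse Alk (chromosome 17, from 71868972 to 72604627) had 0 counts in each keratinocyte library and 11, 2 and 1 counts in the *ALK* F1174L libraries, and reads of the transgene were not analysed here. Epcam, the marker used for positive selection, stood at 357 ± 124 CPM in keratinocytes and 640.1 ± 201.5 in *ALK* F1174L TECs. Among the markers used for negative selection, Pecam1 (CD31) was at 1.07 ± 0.721 and 10.9 ± 3.48 CPM, Ptprc (CD45) at 0 and 0.825 ± 1.09, and Pdgfra (CD140a) at 0.157 ± 0.162 and 0.726 ± 0.123. The low level of Pdgfra does not show that fibroblast RNA was absent. The median level of 13 fibroblast markers was 28.39, 1.57 and 47.21 CPM in keratinocyte replicates 1, 2 and 3. In *ALK* F1174L replicates 1, 2 and 3 it was 8.83, 24.46 and 6.89 CPM.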

Analysis of differentially expressed keratins revealed a pronounced decrease in the expression level of Krt77 (Krt 1b) and Krt15, indicative of an impaired epithelial differentiation (Fig 2C). 

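Krt77 (ENSMUSG00000067594; chromosome 15, from 101858731 to 101869705) fell from 21.4 ± 17.7 CPM in keratinocytes to 0.350 ± 0.199 in *ALK* F1174L TECs, a log2 fold change of −5.90 (standard error 1.30, adjusted P = 0.0383 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt15 (ENSMUSG00000054146; chromosome 11, from 100131758 to 100135928) went from 5962 ± 2995 to 534 ± 133 CPM, with a log2 fold change of −3.46 (standard error 0.47, adjusted P = 0.0109 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The keratinocyte libraries varied widely. With each library left out in turn, Krt77 was called in 3 of 6 fits, losing the call without *ALK* F1174L replicate 1, 2 or 3, and Krt15 in 6 of 6. Krt24 changed by −4.26 on the log2 scale (standard error 1.10) and did not pass the adjusted threshold (adjusted P = 0.0559 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in 1 of 6 fits with a library left out. Krt80, singled out after its values were seen, changed by −2.63 (standard error 0.59) and was called in 4 of the 6 fits. Of 43 keratin genes tested, 8 were called higher and 4 lower. After adjustment 10 passed over all genes tested and 12 over the keratins alone. All 9 keratins shown in Fig 2C were called in the direction of the figure, and 7 of them passed the adjustment over all genes. Since Fig 2C holds the paper's own calls on these libraries, this shows no stability.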

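Krt6a (ENSMUSG00000058354; chromosome 15, from 101689910 to 101694307) rose from 139 ± 144 CPM in keratinocytes to 7352 ± 299.6 in *ALK* F1174L TECs, a log2 fold change of 5.76 (standard error 0.93, adjusted P = 0.0167 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The near-identical gene Krt6b had a log2 fold change of 5.89 (standard error 1.39, adjusted P = 0.0448 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), it was called in 3 of 6 fits with a library left out, and how reads were divided between the pair is uncertain. Krt17 (ENSMUSG00000035557; chromosome 11, from 100256217 to 100261029) increased from 1325 ± 668 to 5971 ± 1213 CPM, by 2.19 on the log2 scale (standard error 0.38, adjusted P = 0.0194 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt18 (ENSMUSG00000023043; chromosome 15, from 102028180 to 102032027) increased from 4.15 ± 2.54 to 74.5 ± 19.6 CPM, by 4.17 (standard error 0.55, adjusted P = 0.0104 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt7 (ENSMUSG00000023039; chromosome 15, from 101411043 to 101430313) stood at 5.16 ± 3.79 CPM in keratinocytes and 2.44 ± 2.67 in *ALK* F1174L TECs. Its log2 fold change was −1.04 (standard error 0.94, adjusted P = 0.510 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between mice.

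**Figure D1:**
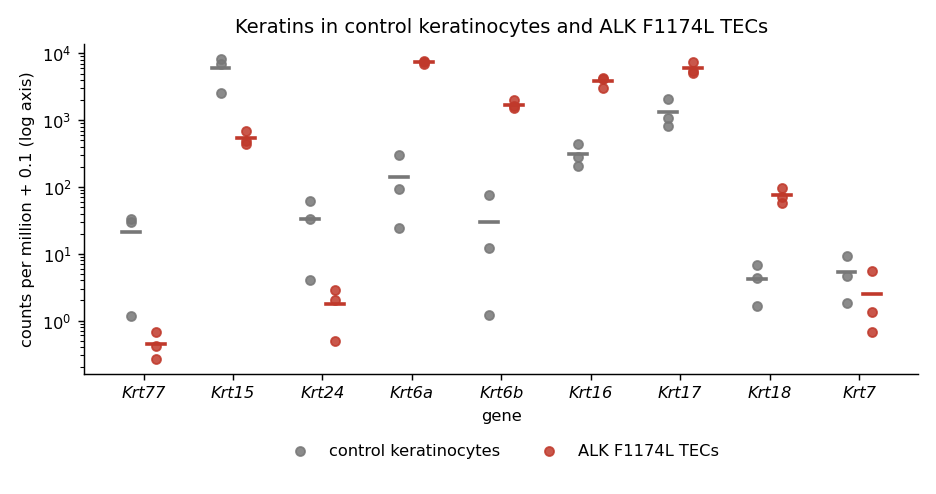
Each point is the level of a keratin gene in the library of one mouse, in CPM plus 0.1 on a log axis, in keratinocytes (grey) and *ALK* F1174L TECs (red), and each bar is the mean of 3 mice. The points of the groups overlap for Krt7 and do not overlap for the other genes shown.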

On the other hand, several other keratins, including Krt6, Krt7, Krt17, and Krt18 were significantly increased. 

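Krt16 (ENSMUSG00000053797; chromosome 11, from 100246091 to 100248902) stood at 311 ± 121 CPM in keratinocytes and 3867 ± 689.5 in *ALK* F1174L TECs, a log2 fold change of 3.65 (standard error 0.33, adjusted P = 0.00465 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was larger than the spread between mice, and with each library left out in turn it stayed between 3.43 and 3.97. Krt76 rose by 4.58 on the log2 scale from a level of 0.224 ± 0.169 CPM (standard error 0.82), and Krt13 by 4.49 (standard error 1.14), which was called in 2 of the 6 fits. Krt42, singled out after its values were seen, rose by 4.49 (standard error 0.32).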

Krt6, Krt16, and Krt17 are associated with aberrant proliferation, and Krt18 is a marker of embryonal keratinocytes and is often associated with poor differentiation and epithelial-to-mesenchymal transition (EMT) in cSCC (Fig 2C) (Watanabe et al, 1995). Gene ontology (GO) term analysis provided further insights into biological processes enriched in *ALK*^*F1174L*^ TECs. 

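In place of the GO collections, which were not used here, mouse Reactome lists were tested with limma's camera with Benjamini-Hochberg adjustment, a test that compares the genes of a list with all other genes. Of 677 lists with 15 to 500 tested genes, 46 were higher and 11 lower in *ALK* F1174L TECs at an adjusted P below 0.05. P values in this overview were adjusted over the 677 lists. The list with the smallest P was Activation of Matrix Metalloproteinases, in which 12 of 15 genes were higher (adjusted P = 0.000394 by limma's camera with Benjamini-Hochberg adjustment). Mitochondrial Fatty Acid Beta-Oxidation was the first among the lower lists, with 13 of 15 genes lower (adjusted P = 0.00254 by limma's camera with Benjamini-Hochberg adjustment). These results were obtained with camera's preset correlation of 0.01 between the genes of a list. With the correlation estimated from the libraries, 0 of the 677 lists passed, and 22 had an unadjusted P below 0.05.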

Among significantly up-regulated processes were cell adhesion/migration and proliferation, along with alterations in metabolic processes (Fig 2B and E). 

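Single topics were tested with 41 lists fixed beforehand, with P values adjusted over these 41. Of 27 genes for integrins and focal adhesion proteins, 22 were higher in *ALK* F1174L TECs, and the median log2 fold change of the list exceeded that of the other genes by 0.55 (adjusted P = 4.05e-05 by limma's camera with Benjamini-Hochberg adjustment). In the Reactome list Extracellular matrix organization, 113 of 181 genes were higher, with a median difference of 0.50 (adjusted P = 0.000148 by limma's camera with Benjamini-Hochberg adjustment, and 0.00342 over the 677 lists of the overview). Other lists on adhesion among the 41 did not pass, among them Laminin interactions with 21 of 30 genes higher, Integrin cell surface interactions with 36 of 62, Collagen formation with 28 of 53, Cell-Cell communication with 50 of 90 and a list of basement membrane and collagen genes with 12 of 23 (adjusted P from 0.0547 to 0.359 by limma's camera with Benjamini-Hochberg adjustment). Laminin interactions passed under 3 of 8 other settings and in 2 of 6 fits with a library left out. Whether fibroblast RNA, whose markers varied between libraries, affects the lists on the extracellular matrix was not tested. In the overview some lists on adhesion passed, among them Cell-extracellular matrix interactions with 13 of 17 genes higher (adjusted P = 0.0105 over the 677 lists by limma's camera with Benjamini-Hochberg adjustment). Itga5 (chromosome 15, from 103344286 to 103366763) rose from 7.61 ± 0.972 to 79.2 ± 33.6 CPM (log2 fold change 3.38, standard error 0.37). Of 50 proliferation genes, 44 were higher, with a median difference of 0.44 (adjusted P = 0.00236 by limma's camera with Benjamini-Hochberg adjustment). The single genes changed little: 8 of the 50 were called, and 2 passed the adjustment over all genes. Mki67, the gene of Ki67, was at 45.8 ± 7.80 CPM in keratinocytes and 31.5 ± 11.9 in *ALK* F1174L TECs (log2 fold change −0.54, standard error 0.30) and was not called. With each library left out in turn its log2 fold change stayed between −0.864 and −0.364. In the list DNA Replication, 79 of 98 genes were higher (adjusted P = 0.00380 by limma's camera with Benjamini-Hochberg adjustment, and 0.0263 over the 677 lists). In Cell Cycle, Mitotic, 264 of 391 genes were higher and the list did not pass (adjusted P = 0.0547 by limma's camera with Benjamini-Hochberg adjustment). In all, 15 of the 41 lists passed an adjusted P of 0.05. With the correlation between the genes of a list estimated from the libraries none did, and 4 of the 41 lists had an unadjusted P below 0.05.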

The latter overall indicated a shift towards an anabolic and glycolytic (Warburg-like) metabolic phenotype, an additional hallmark that *ALK*^*F1174L*^ cells would gain in support of transformation. In addition, Kyoto Encyclopeida of Genes and Genomes (KEGG) analysis revealed *ALK*^*F1174L*^-associated signature including alterations in several signaling pathways including FAK and ECM, PI3K-AKT, and JAK-STAT3 (Fig 2B and D). Moreover, *ALK*^*F1174L*^ expression resulted in an increase of Mek1 (Map2k1) expression (Fig 2D and F). 

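Of the 41 lists, a list of glycolysis genes had the smallest P: 15 of 19 were higher in *ALK* F1174L TECs, with a median log2 fold change 1.65 above that of the other genes (adjusted P = 8.47e-08 by limma's camera with Benjamini-Hochberg adjustment). In the Reactome list Glycolysis, 16 of 25 genes were higher and 9 lower, with a median difference of 0.59 (adjusted P = 2.52e-05 by limma's camera with Benjamini-Hochberg adjustment). Ldha (chromosome 7, from 46841475 to 46855627) rose from 977 ± 134 to 4026 ± 731 CPM, by 2.05 on the log2 scale (standard error 0.23, adjusted P = 0.00648 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 19 genes, 9 were called. Pkm rose by 1.87 (standard error 0.19), Pgam1 by 2.00 (standard error 0.21) and Pfkfb3 by 2.99 (standard error 0.29). The transporter genes Slc2a1 and Slc16a3 had log2 fold changes of 1.60 (standard error 0.54) and 3.49 (standard error 1.05) and were not called, except under 4 of 9 other settings and in 1 of 6 fits with a library left out. Of 26 fatty acid oxidation genes, 25 were lower, with a median difference of −0.90 (adjusted P = 1.67e-06 by limma's camera with Benjamini-Hochberg adjustment). Acadm, a member of that list, had a log2 fold change of −2.03 (standard error 0.32). Against the keratinocyte libraries of replicates 1, 2 and 3 in turn, the median log2 difference of this list was −1.30, −0.90 and −0.49, in the same order as that of sebaceous gland markers. Against replicate 3, where these markers were higher in *ALK* F1174L TECs by 0.61, 22 of the 26 genes were lower. Genes for the degradation of branched-chain amino acids were lower in 16 of 18 cases (adjusted P = 0.000506 by limma's camera with Benjamini-Hochberg adjustment), and 51 of 73 genes of nucleotide metabolism were higher (adjusted P = 0.000103 by limma's camera with Benjamini-Hochberg adjustment, and 0.00254 over the 677 lists of the overview). The lists of amino acid and one-carbon synthesis, with 12 of 21 genes higher (adjusted P = 0.135 by limma's camera with Benjamini-Hochberg adjustment), of amino acid metabolism from Reactome, with 85 of 145 higher (adjusted P = 0.159 by limma's camera with Benjamini-Hochberg adjustment), of the pentose phosphate pathway, with 5 of 9 higher (adjusted P = 0.258 by limma's camera with Benjamini-Hochberg adjustment), and of the citric acid cycle (adjusted P = 0.838 by limma's camera with Benjamini-Hochberg adjustment) did not pass. Of the 21 genes for amino acid and one-carbon synthesis, 7 were called higher and 3 lower, 9 passed adjustment over all genes and 12 passed adjustment over the list. Most genes of Cholesterol biosynthesis (18 of 22) and of Metabolism of lipids and lipoproteins (252 of 402) were lower. These 2 Reactome lists did not pass (adjusted P = 0.0916 and 0.0727 by limma's camera with Benjamini-Hochberg adjustment). The median level of sebaceous gland markers was 441.16, 122.65 and 31.66 CPM in keratinocyte replicates 1, 2 and 3. In *ALK* F1174L replicates 1, 2 and 3 it was 35.14, 53.54 and 27.16 CPM. Whether sebaceous RNA contributes to the decreases of these 2 lists or of branched-chain amino acid degradation was not tested. From the altered metabolic processes, the paper proposes a shift of *ALK* F1174L TECs towards an anabolic and glycolytic metabolism.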

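Fig 2D lists 72 genes, of which 71 were tested and 70 were called in the direction of the figure, 47 higher and 23 lower. After adjustment over all genes tested, 55 of them passed. Since the panel holds the paper's own calls on these libraries, this shows no stability. By group of the panel, 23 of 24 focal adhesion and ECM genes, 18 of 18 tested JAK-STAT genes and 29 of 29 PI3K-AKT genes were called. Ptk2 (FAK; chromosome 15, from 73205102 to 73423280) rose from 41.0 ± 2.57 to 71.0 ± 6.89 CPM, by 0.80 on the log2 scale (standard error 0.17, adjusted P = 0.0342 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Src by 0.91 (standard error 0.22). With each library left out in turn, Ptk2 was called in 5 of 6 fits and Src in 2. Pgf had a log2 fold change of 7.48 (standard error 0.57) and Il19 of 8.90 (standard error 1.33), both from below 1 CPM in keratinocytes. The 10 JAK-STAT genes of the panel that rose had a median log2 fold change of 5.64, and the 10 leukocyte markers tested in the same libraries, all higher and 3 of them called, had a median of 2.85. The Reactome lists PIP3 activates AKT signaling and Signaling by Interleukins did not pass (adjusted P = 0.900 and 0.482 by limma's camera with Benjamini-Hochberg adjustment). Signaling by Interleukins passed under 1 of 8 other settings. The groups of the panel come from KEGG pathways, which were not tested here, so these Reactome lists do not test the paper's pathways.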

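Map2k1 (ENSMUSG00000004936; chromosome 9, from 64185770 to 64253631) rose from 74.1 ± 15.8 CPM in keratinocytes to 145 ± 13.4 in *ALK* F1174L TECs. The log2 fold change was 0.98 (standard error 0.22, adjusted P = 0.0381 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), larger than the spread between mice. With each library left out in turn it stayed between 0.82 and 1.15, and the gene was no longer called without the keratinocyte library of replicate 2. All 10 genes of a list of MAPK output were higher, with a median log2 fold change 1.51 above that of the other genes (adjusted P = 0.000238 by limma's camera with Benjamini-Hochberg adjustment). Among them, Etv4 rose by 2.75 (standard error 0.26) and Spry4 by 2.84 (standard error 0.67), which was called in 2 of 6 fits with a library left out.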

Interestingly to note is that this signaling signature has been described as characteristic of cSCC development (Ratushny et al, 2012). The expression profile of *ALK*^*F1174L*^-driven tumorigenesis reveals the lack of Sonic Hedgehog (Shh) signaling pathway, which is characteristic of the typical BCC, demonstrating that *ALK*^*F1174*^ expression leads to cSCC formation without any cellular and molecular signs of concomitant BCC development.

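Gli1 (ENSMUSG00000025407; chromosome 10, from 127329882 to 127341974), a target of Hedgehog signaling, was at 1.27 ± 1.19 CPM in keratinocytes and 4.08 ± 1.05 in *ALK* F1174L TECs. Its log2 fold change was 1.68 (standard error 0.72, adjusted P = 0.180 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptch1 was at 10.3 ± 5.07 and 9.56 ± 4.84 CPM (log2 fold change −0.11, standard error 0.52). Neither gene was called, and Gli1 was called in 1 of 6 fits with a library left out. Of 18 genes of the pathway, 7 were higher and 11 lower, and in the Reactome list Signaling by Hedgehog 62 of 105 were higher. Neither list passed (adjusted P = 0.697 and 0.310 by limma's camera with Benjamini-Hochberg adjustment). Signaling by Hedgehog passed under 1 of 8 other settings. A list of Hedgehog targets, with 2 of 3 tested genes higher and a median difference of 1.59, did not pass either (adjusted P = 0.359 by limma's camera with Benjamini-Hochberg adjustment). The ligand gene Dhh rose from 0.0856 ± 0.115 to 4.20 ± 2.86 CPM (adjusted P = 0.0317 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Disp1, for the release of the ligand, fell from 16.7 ± 3.55 to 5.05 ± 1.62 CPM (adjusted P = 0.0260 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).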

**Figure 2.**
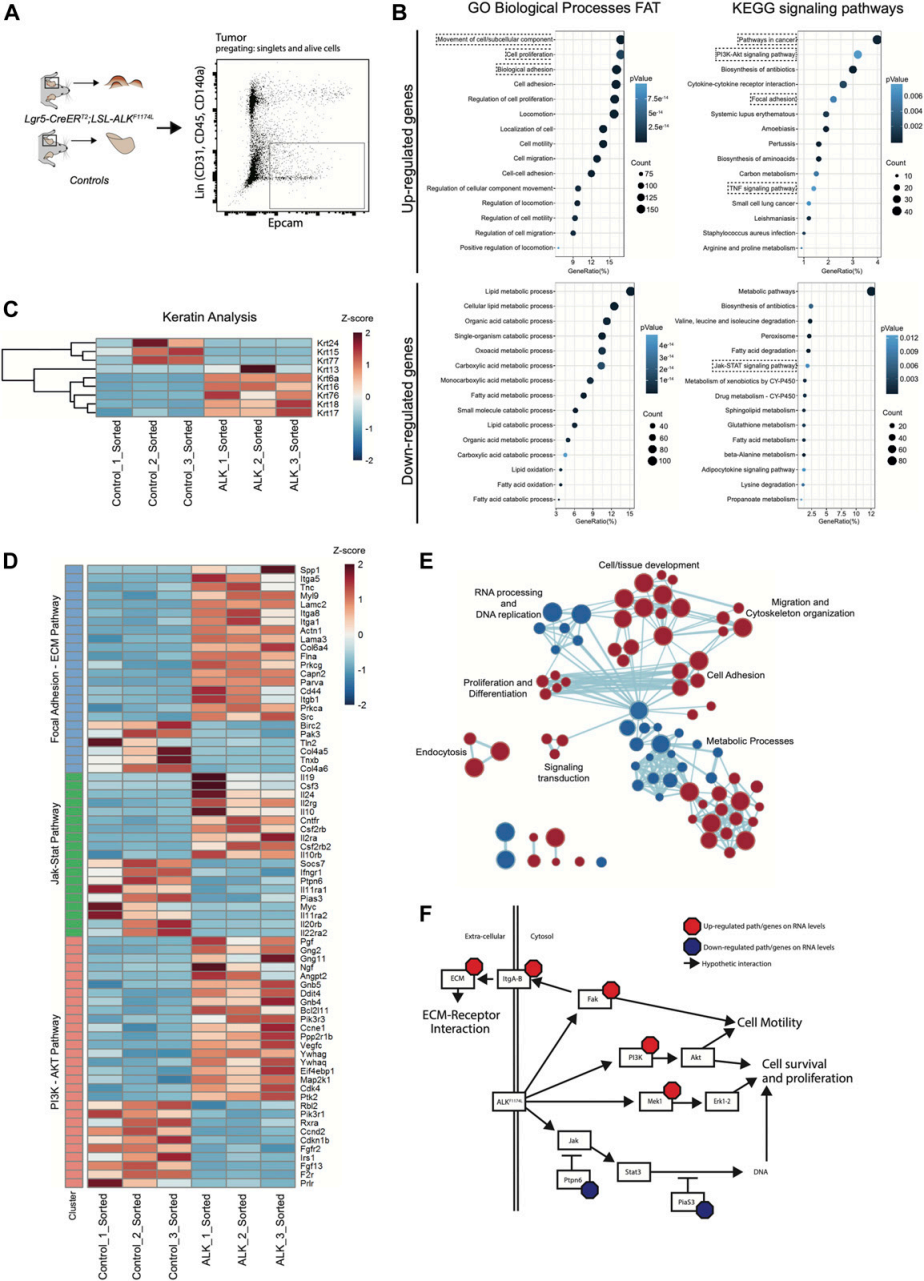
ALK^F1174L^–driven tumorigenesis relied in bona fide, via PI3K-AKT/focal adhesion–ECM receptor interaction pathways. **(A)** Ear tumor from *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ mice and ears from control mice were prepared as a single-cell suspension. Tumor cells and keratinocytes were isolated by FACS for EpCAM expression e-negative selected for CD31/CD45/CD140a. RNA was extracted from sorted cells and used for RNA sequencing (RNA-seq). **(B)** Top 15 biological processes and KEGG signaling pathways of up- and down-regulated genes from RNA-seq transcriptional profiling of sorted tumor cells versus normal keratinocytes. **(C)** Significantly deregulated keratins. **(D)** Genes significantly altered that cluster in the PI3K-AKT, Jak-Stat, and focal adhesion–ECM receptor interaction KEGG signaling pathways. **(E)** Clustering of biological processes using the MSigDB c5.bp.v6.2 gene set. Red nodes represent up-regulated gene sets and blue nodes represent gene sets down-regulated in the tumor cells. Node size shows the size of gene sets. Nodes that clustered together are classes with same or similar function indication. Lines between the nodes represent association of the gene sets within the nodes. **(F)** Graphical representation of genes/pathways regulated by ALK^F1174L^, based on RNA-seq data.

Similarly to the DMBA/TPA model of mouse carcinogenesis, human SCCs are often associated with mutations in the *RAS* genes (van der Schroeff et al, 1990; Spencer et al, 1995). Overexpression of either *Hras* or *Kras* in mouse skin initiates tumorigenesis (Brown et al, 1998; Vitale-Cross et al, 2004; Caulin et al, 2007). The analysis of RNA-seq data obtained from the comparison of *WT* ear keratinocytes and *ALK*^*F1174L*^ TECs did not reveal any significant deregulation in the *Ras* signature. Moreover, our data on the co-occurrence of mutations in *RAS* and *ALK* genes in human patients did not reveal any strong evidence suggesting that ALK and RAS are mutually exclusive drivers of cSCC (Fig S2E). Thus, we sought to functionally determine whether *ALK*^*F1174L*^ can cooperate with *Kras* in driving SCC development. 

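Of 26 genes for components of the Ras, Raf, Mek and Erk cascade, 12 were higher and 14 lower in *ALK* F1174L TECs (adjusted P = 0.838 by limma's camera with Benjamini-Hochberg adjustment). Hras had a log2 fold change of −0.16 (standard error 0.32) and Nras of 0.41 (standard error 0.16), and neither was called. In the Reactome list Signalling to RAS, 18 of 25 genes were higher (adjusted P = 0.126 by limma's camera with Benjamini-Hochberg adjustment), and in Signalling to ERKs 22 of 34 (adjusted P = 0.218 by limma's camera with Benjamini-Hochberg adjustment). Each of these Reactome lists passed under 1 of 8 other settings. The list of MAPK output described above did pass, with all 10 genes higher and 3 of them called (adjusted P = 0.000238 by limma's camera with Benjamini-Hochberg adjustment). The Reactome lists of MAPK targets described there did not.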

To answer this question, we have crossed *ALK*^*F1174L*^ *Lgr5-CreERT2* mice with *Kras*^*G12D*^ strain (Fig 3A) (Jackson et al, 2001). Within less than 40 d, all mice developed ulcerative lesions on the ears and tails (n = 13) (Fig 3B and E). As shown in Fig 3B, the tumor penetrance/incidence remained as high as in the *ALK*^*F1174L*^ transgene and reached 92% in ear and tail areas. However, similarly to *ALK*^*F1174L*^ overexpression, no tumors were seen in the back skin of *ALK*^*F1174L*^*Kras*^*G12D*^ *Lgr5-CreERT2* mice. In analogy to *ALK*^*F1174L*^ *Lgr5-CreERT2* mice, the histological analysis revealed the presence of four distinct histological entities including, cysts, AP, KA, and SCC1 (Figs 3C and S3C–E). The addition of *Kras*^*G12D*^ transgene resulted in an increased number of tumors per mouse as compared with *ALK*^*F1174L*^ *Lgr5-CreERT2* mice (Fig 3D). Moreover, *ALK*^*F1174L*^*Kras*^*G12D*^ *Lgr5-CreERT2* mice showed signs of aggressive SCC (size, ulceration, and bleeding) at earlier time points as compared with *ALK*^*F1174L*^ *Lgr5-CreERT2* mice (median 19 d post induction versus 37, d respectively, *P* < 0.0001) (Fig 3F). Taken together, these data strongly suggest that *Kras*^*G12D*^ oncogene cooperates with *ALK*^*F1174L*^ in driving the pathogenesis of cSCC.

**Figure 3.**
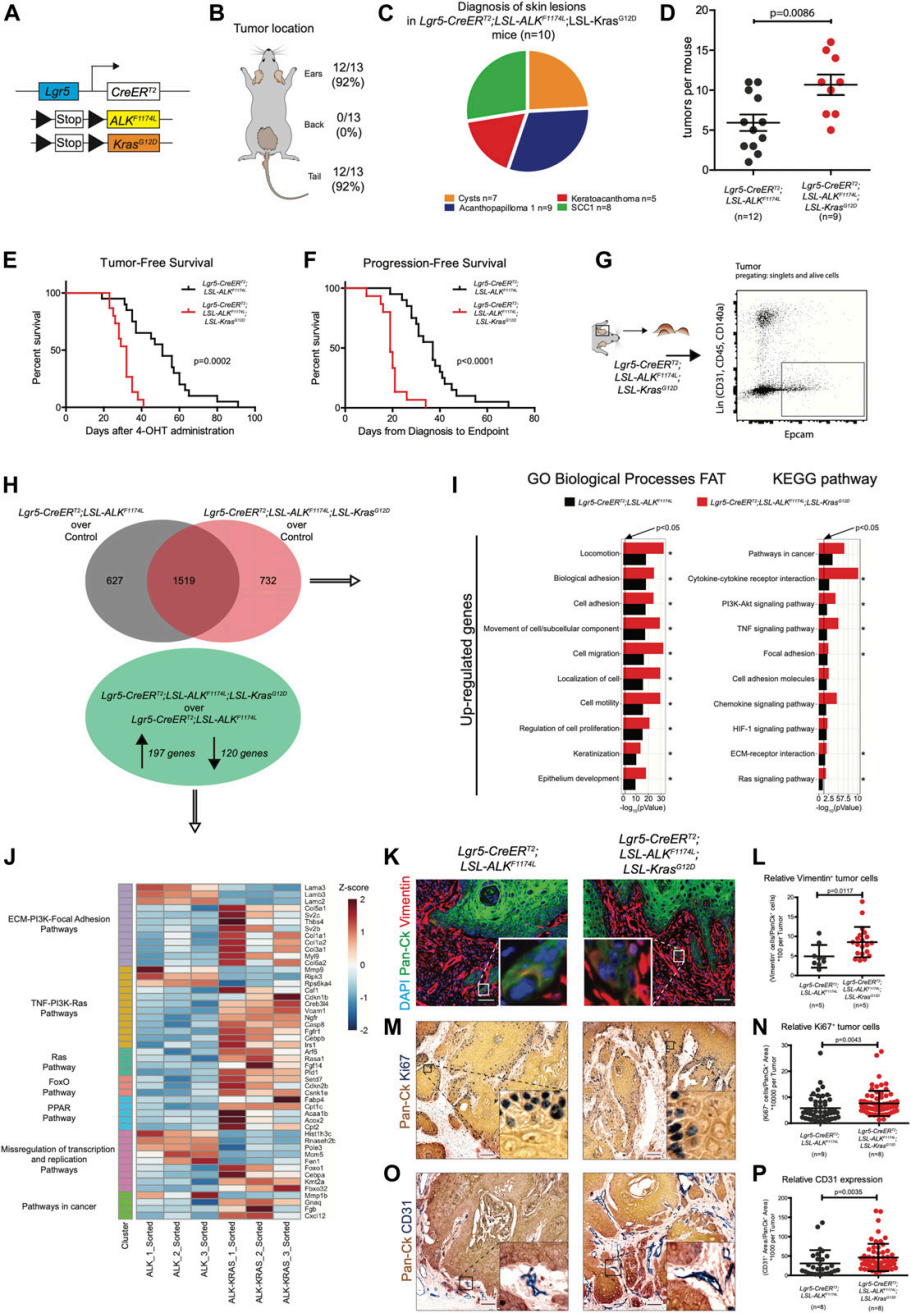
Kras^G12D^ synergizes with ALK^F1174L^ increasing tumorigenicity, epithelial-to-mesenchymal transition properties, and vascularization and proliferation. **(A)** Graphical representation of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ genotype. **(B)** Distribution of tumor formation per location in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice. **(C)** Pie chart representing the number of mice that developed the listed skin lesions out of total lesions diagnosed. **(D)** Number of tumors per mouse in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice. Each dot represents the number of tumors per mouse. Mean ± standard error of the mean (5.917 ± 1.026; n = 12; 10.67 ± 1.280 n = 9; two-tailed *t* test *P* = 0.0086). **(E)** Tumor-free survival of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ (n = 15, median 47 d) and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ (n = 13, median 29 d) mice. Log-rank (Mantel–Cox) test; *P* = 0.0002, HR = 0.1461. **(F)** Progression-free survival of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ (n = 15, median 37 d) and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ (n = 13, median 19 d) mice. Log-rank (Mantel–Cox) test; *P* < 0.0001, HR = 0.07945. **(G)** Ear tumor from *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice were prepared as a single-cell suspension, and tumor cells were isolated by FACS for EpCAM expression e-negative selected for CD31/CD45/CD140a. RNA from sorted cells was used for RNA-seq. **(H)** Above: Venn diagram representing deregulated genes in tumor cells over controls. Below: significantly altered genes in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ over *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ tumor cells. **(I)** Significantly altered biological processes and KEGG signaling pathways in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumors. Horizontal columns represent the *P*-value of the analysis of the up-regulated genes from RNA-seq transcriptional profiling of sorted tumor cells versus normal keratinocytes. Processes and pathways marked by * are significantly changed also in the analysis of transcriptomes of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ versus *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumor cells. **(J)** Genes significantly regulated from RNA-seq analysis, between *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumor cells that cluster in the indicated KEGG signaling pathways. **(K)** Representative immunofluorescences of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ ear tumors immuno-labelled with DAPI, pan-cytokeratin (Pan-Ck), and vimentin antibodies. **(L)** Cells that co-expressed Pan-Ck and vimentin were counted as cells in epithelial-to-mesenchymal transition. Every tumor arising in the mice was analyzed and relative quantification is represented by a dot. Analysis of tumors from five *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and five *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice showed an increased number of relative vimentin^+^ cells in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumors (4.907 ± 2.904; 8.547 ± 3.885. Mann–Whitney test *P* = 0.0117). Scale bars = 50 µm. **(M)** Representative immunohistochemistry of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ ear tumors immuno-labelled with Pan-Ck and with Ki67 antibodies, to identify tumors and proliferating cells. **(N)** Analysis of tumors from nine *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and eight *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice showed an increased relative number of proliferating cells in the *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumors (5.786 ± 4.958; 7.614 ± 4.828. Mann–Whitney test *P* = 0.0043). Scale bars = 100 µm. **(O)** Representative immunohistochemistry of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ ear tumors immuno-labelled with Pan-Ck and with CD31 antibodies, to identify tumors and vessels. **(P)** Every tumor arising in the mice was analyzed and relative quantification is represented by a dot. Analysis of tumors from eight *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and eight *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice showed an increased relative area occupied by vessels within the *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumors (30.75 ± 34.34; 46.10 ± 35.24. Mann–Whitney test *P* = 0.0035). Scale bars = 100 µm. **(J, K, L)** Data showed as mean ± SD.

To determine the molecular mechanisms underlying this cooperative effect, we have isolated TECs from tumors of *ALK*^*F1174L*^ *Lgr5-CreERT2* and *ALK*^*F1174L*^*Kras*^*G12D*^ *Lgr5-CreERT2* (Fig 3G) using previously described FACS protocol (Nassar et al, 2015) and performed RNA sequencing. GO and KEGG analysis highlighted several major alterations upon the addition of *Kras*^*G12D*^ oncogene (Fig 3H–J). Among these, cell adhesion/migration and ECM remodeling were suggestive of an EMT process initiated upon *Kras*^*G12D*^. To further test it, we performed immunostaining for vimentin, a mesenchymal marker, and quantified the number of cells double positive for pan-CK and vimentin (Fig 3K). As shown in Fig 3L, double transgenic *ALK*^*F1174L*^*Kras*^*G12D*^ *Lgr5-CreERT2* mice showed higher number of pan-Ck^+^/Vim^+^ cells as than single *ALK*^*F1174L*^ transgene (n = 5; 5, *P* = 0.0117, mean ± SD: 4.907 ± 2.904; 8.547 ± 3.885). Furthermore, based on our RNA-seq data, double transgenic TECs displayed an increased proliferation. To verify this, we performed immunostaining for Ki67, a marker of cell proliferation and quantified number of Pan-Ck^+^/Ki67^+^ cells within tumors (Fig 3M and N). Indeed, in alignment with RNA-seq data, we show that *Kras*^*G12D*^ oncogenic induction resulted in a pronounced increase in the proliferative index of cancer cells. In addition, among the most significantly regulated keratins, we identified Krt4, Krt8, and Krt19 strongly up-regulated in *ALK*^*F1174L*^*Kras*^*G12D*^ TECs (Fig S3F). Krt4, Krt8, and Krt19 were previously described as keratins associated with stem cell potential, dedifferentiation, proliferation, and invasion (Watanabe et al, 1995). To examine the degree of vascularization within individual tumors, we used a well-defined marker of angiogenesis, CD31, and quantified its relative expression (Fig 3O and P). Our results revealed that *Kras*^*G12D*^ significantly increased the expression of CD31, suggesting the presence of enhanced vascularization in tumors of *ALK*^*F1174L*^*Kras*^*G12D*^ *Lgr5-CreERT2* mice. Thus, the cooperation between *ALK*^*F1174*^ and *Kras*^*G12D*^, leading to the more aggressive type of cSCC, manifests through a combination of cellular mechanisms, including induction of EMT, increase in, proliferation and enhanced vascularization.

To delve further into the question of whether DMBA/TPA tumors exhibit molecular signature similar or distinct of the one observed in ALK-driven cSCC, we compared genetic profiles of *ALK*^*F1174L*^ TECs to the previously published signature of DMBA/TPA tumors (Nassar et al, 2015) (Figs S4 and S5). 302 overlapping genes emerged as a result of this comparison, including 85 commonly up-regulated and 206 down-regulated (Fig S4A and C). The analysis of Ras-associated pathways in both mouse models confirms our previous observations and reveals that ALK executes a specific pro-tumorigenic program that is distinct of Ras-driven cSCC (Fig S4B and D).

**Figure S4.**
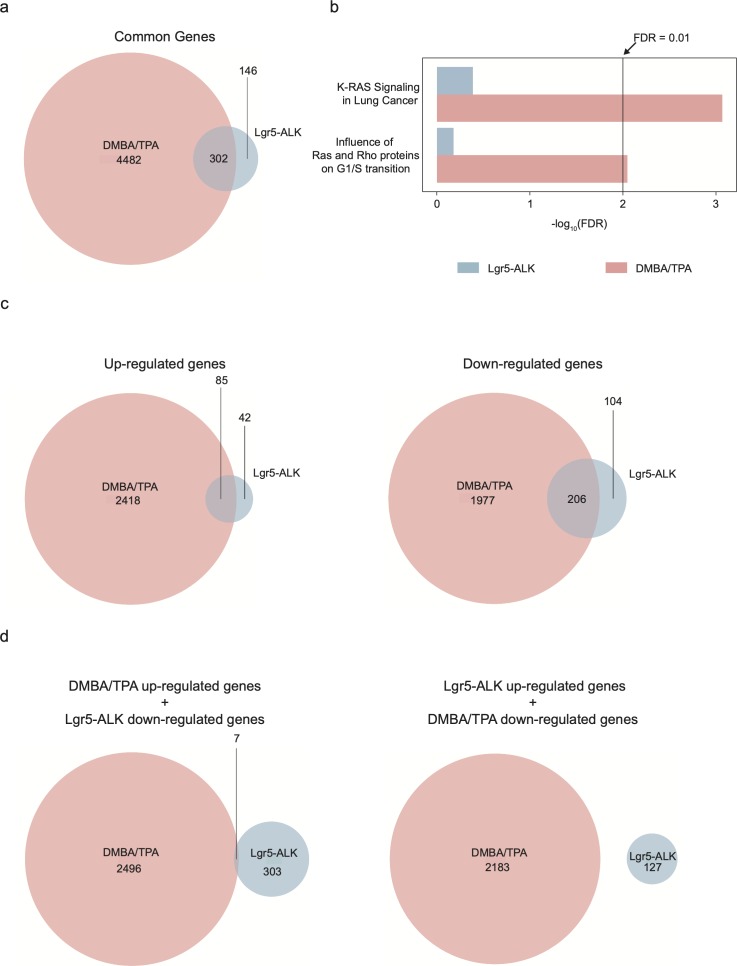
**Comparison of the signaling pathways in DMBA/TPA-induced cSCC and *ALK^F1174L^*-induced cSCC. (A)** Common genes between *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ tumor epithelial cells and DMBA/TPA genetic signatures. **(B)** Analysis of Ras-associated pathways in both mouse models reveals that genes from these pathways are significantly altered in DMBA/TPA and not in Lgr5-ALK mouse model. **(C)** Number of significantly up- or down-regulated genes in both mouse models. Overlapping genes can indicate common genes involved in carcinogenesis of cSCC. **(D)** Number of genes significantly up-regulated in one model versus down-regulated in the other model. Non-overlapping genes can indicate model-dependent genes involved in the carcinogenesis of cSCC.

**Figure S5.**
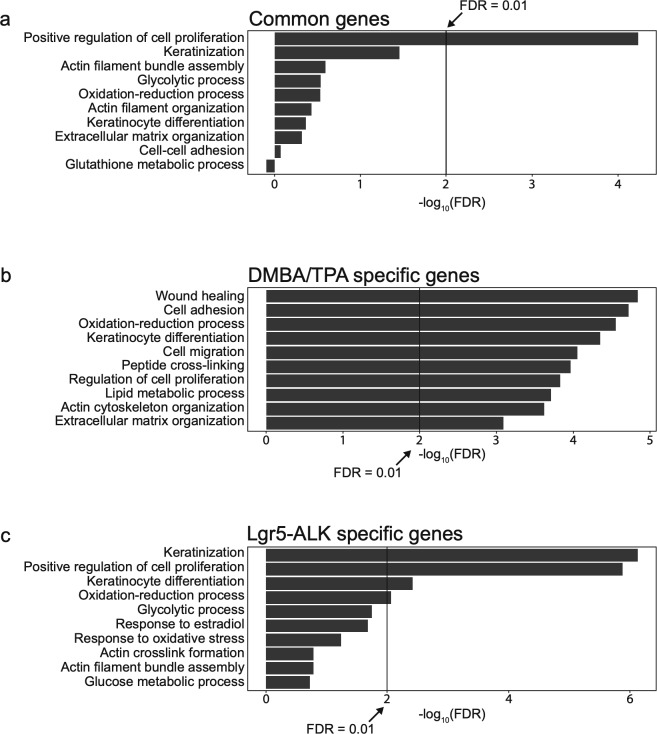
**Characterization of the specific biological process in DMBA/TPA-induced cSCC and *ALK^F1174L^*-induced cSCC. (A)** Top 10 biological processes associated with different group of genes and pathways associated with common genes significantly up- and down-regulated in both mouse models. **(B)** Pathways associated with genes significantly up- and down-regulated specifically in DMBA/TPA mouse model. **(C)** Pathways associated with genes significantly up- and down-regulated specifically in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ mouse model.

Functional loss of *TP53* gene is a hallmark of human SCC (van Kranen et al, 1995), and loss of *p53* gene combined with *Kras*^*G12D*^ overexpression promotes invasive SCC in mice (Lapouge et al, 2011; White et al, 2011). Our analysis of human cSCC patients (Fig S2E) revealed the co-occurrence between *ALK* mutations and mutations in *p53* gene (68 cases analyzed, 0 cases displayed ALK only mutations, and 19 cases displayed mutations in both genes). To determine whether the loss of *p53* can promote metastases in *ALK*^*F1174*^-driven model of SCC, we have crossed *ALK*^*F1174L*^ *Lgr5-CreERT2* mice to *p53*^*fl/fl*^ allele (Marino et al., 2000) (Fig 4A). Neither tumor-free survival nor progression-free survival were significantly altered upon *p53* loss (Fig 4B and C). However, the frequency of tumors per mouse was increased in *p53*^*fl/fl*^ as compared with *ALK*^*F1174*^ single transgene (Fig 4D). Histological examination revealed several *p53* loss–associated alterations. In addition to a higher degree of nuclear atypia, tumors isolated from *ALK*^*F1174L*^*p53*^*fl/fl*^ *Lgr5-CreERT2* mice contained not only cysts, KA, AP, and SCC1 but also included more aggressive histological subtypes, AP3 and SCC2 (Figs 4E and F and S6A–C). Because *p53* loss leads to an invasive cSCC in several mouse models of cSCC, we decided to investigate whether tumors obtained from *ALK*^*F1174L*^*p53*^*fl/fl*^ *Lgr5-CreERT2* mice were characterized by a change in the EMT signature. We have decided to evaluate the expression of vimentin, a protein which is not only expressed at low levels in the dermal cells of the skin but is also one of markers of cells undergoing EMT (White et al, 2011). The quantification of the relative number of Vim^+^/Pan-Ck^+^ cells within these tumors highlighted the presence of a greater number of cells with invasive characteristics, particularly in SCC2 (Fig 4G). The recombination in *p53* floxed allele was verified using PCR analysis as shown in Fig 4H (Marino et al., 2000). In summary, these data indicate that the *p53* loss resulted in the most aggressive histological subtype of *ALK*^*F1174L*^-driven primary SCC. Our data are in agreement with several other reports demonstrating that *Kras*^*G12D*^ when combined with the loss of *p53* gene results in a spindle cell, high-grade SCC (Lapouge et al, 2011; White et al, 2011, 2014; White & Lowry, 2011).

**Figure 4.**
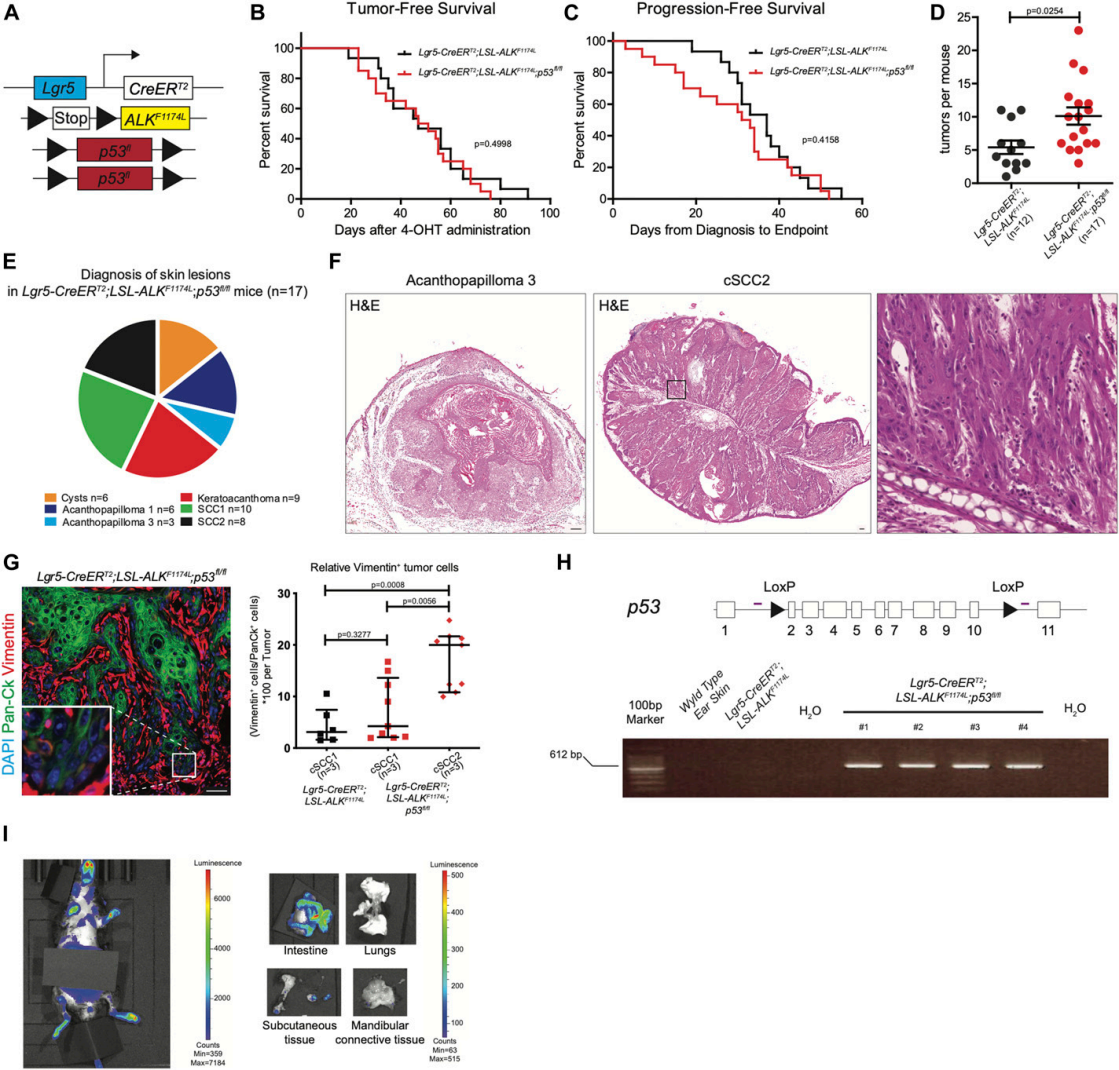
p53 conditional KO increased tumorigenicity driven by ALK^F1174L^. **(A)** Graphical representation of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ genotype. **(B)** Tumor-free survival of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ (n = 15, median 47 d) and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ (n = 20, median 49 d) mice. Log-rank (Mantel–Cox) test; *P* = 0.4998, HR = 0.7834. **(C)** Progression-free survival of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ (n = 15, median 37 d) and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ (n = 20, median 32 d) mice. Log-rank (Mantel–Cox) test; *P* = 0.4158, HR = 0.7478. **(D)** Number of tumors per mouse in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ mice. Each dot represents the number of tumors in a specific mouse. Mean ± standard error of the mean (5.917 ± 1.026; n = 12; 10.12 ± 1.3 n = 17; Two-tailed *t* test *P* = 0.0254). **(E)** Pie chart representing the number of mice that developed the listed skin lesions out of total lesions diagnosed. **(F)** Representative hematoxylin and eosin (H&E) staining of acanthopapilloma3 and multiple SCC2 from ear skin of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ mice. In the magnification, it is possible to appreciate mesenchymal-like features of tumor cells and pronounced nuclear atypia. Scale bars = 100 µm. **(G)** Representative immunofluorescences of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ ear tumor immuno-labelled with DAPI, pan-cytokeratin (Pan-Ck), and vimentin antibodies. Scale bar = 50 µm. Cells that co-expressed Pan-Ck and vimentin were counted as cells in epithelial-to-mesenchymal transition (EMT). All tumors diagnosed as cSCC type 1 or 2 from different mice were analyzed, and quantification of the relative number of cells in EMT per tumor is represented by a dot. Analysis of tumors showed that no significant changes were observed between SCC1 tumors of three *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ or three *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ mice (4.380 ± 1.425; 7.360 ± 1.996. Mann–Whitney test *P* = 0.3277). Strong increase in the EMT rate was instead noted in SCC2 tumors when compared with SCC1 tumors of the same cohort of mice (7.360 ± 1.996; 17.10 ± 1.875. Mann–Whitney test *P* = 0.0056) or to Lgr5-CreERT2;LSL-ALKF1174L mice (4.380 ± 1.425; 17.10 ± 1.875. Mann–Whitney test *P* = 0.0008). All values are showed as median with 95% confidence interval. **(H)** Above: the schematic structure of the *p53* floxed allele and graphical representation of PCR strategy to determine the recombination efficiency of LoxP sites that drives the removal of exons 2–10 of the *p53* gene. White boxes represent exons, arrowheads represent the LoxP sites, and purple lines indicate primers position. Below: PCR analysis of recombination in different tissues. The 612-bp band present in the *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ tumors confirms that recombination occurred. **(I)** Representative pictures of in vivo imaging system (IVIS). Analysis performed to detect metastasis in vivo (left) and ex vivo (right). The grey box is used to cover a strong luciferase signal in the gut. The strong luciferase expression observed in the intestinal epithelium of the gut is likely due to the residual amount of 4-OHT entering systemic circulation (mice transferring 4-OHT by scratching their ears and subsequently licking their paws).

**Figure S6.**
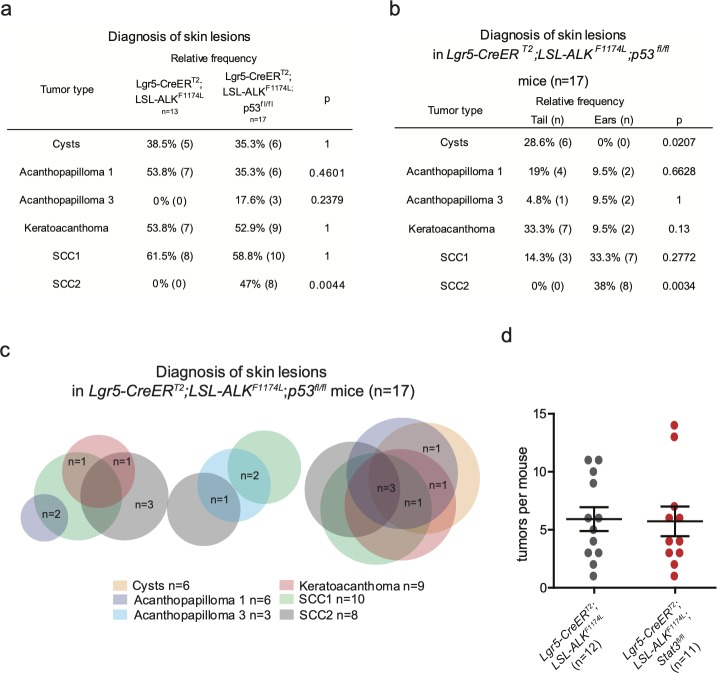
**Histopathological characterization of skin lesions observed in *LSL-ALK^F1174L ^p53^fl/fl^ Lgr5-CreERT2*. (A, B, C)** Evaluation of the skin lesions of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;p53*^*fl/fl*^ mice. **(A)** The *P*-value has been calculated by Fisher’s exact test in contingency table comparing the proportion of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*; p53*^*fl/fl*^ mice that developed the corresponding skin lesion out of total mice per group. **(B)** The *P*-value has been calculated by Fisher’s exact test in contingency table comparing the proportion of the corresponding skin lesion out of the total lesions per location (tail or ear). **(C)** Venn diagram representing the distribution of the different skin lesions in the mice. **(D)** Number of tumors per mouse in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ mice. Each dot represents the number of tumors in a specific mouse. Mean ± standard error of the mean (5.917 ± 1.026 n = 12, 5.727 ± 1.280 n = 11; Two-tailed *t* test *P* = 0.9084).

To monitor metastases, we took the advantage of the presence of *luc* reporter gene and subjected *ALK*^*F1174L*^*p53*^*fl/fl*^ *Lgr5-CreERT2* mice to an in vivo live imaging at the time point when the termination criteria were met and before euthanizing (n = 7). As shown in Fig 4I, luciferase expression was readily detected in the skin as well as in the gut of *ALK*^*F1174L*^*p53*^*fl/fl*^ *Lgr5-CreERT2* mice. However, no signs of distant metastases were detected in the internal organs (Fig 4I). This could be explained either by strict termination criteria of our study or low sensitivity of IVIS imaging, and therefore, we cannot completely rule out the occurrence of micrometastases with parameters under our instrumental detection limits.

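Of 21 regulators of Stat3 tested, 10 were higher and 11 lower in *ALK* F1174L TECs than in keratinocytes, with a median log2 fold change of −0.025. Of the 21, 4 were called, all lower. After adjustment 2 passed over all genes and 6 over the list alone. With each library left out in turn, between 0 and 5 were called. Stat3 itself was at 372 ± 99.8 CPM in keratinocytes and 365 ± 95.3 in *ALK* F1174L TECs (log2 fold change −0.03, standard error 0.29). Socs3 had a log2 fold change of 0.36 (standard error 0.24) and Cish of −0.97 (standard error 0.28), and neither was called. Cish was called under 6 of 9 other settings. Of 20 Stat3 target genes, 14 were higher (adjusted P = 0.0325 by limma's camera with Benjamini-Hochberg adjustment). The list did not pass under 3 of 8 other settings and in 2 of 6 fits with a library left out.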

Among down-regulated genes upon *ALK*^*F1174L*^ overexpression, we have identified that several inhibitors of signal transducer and activator of transcription 3 (Stat3) were altered. We have observed down-regulation of the protein inhibitor of activated STAT, Pias3, a specific inhibitor of Stat3, which prevents DNA-binding activity of Stat3 and thereby abolished Stat3-mediated transcription (Chung et al, 1997). Moreover, the expression of another inhibitor of Stat3, Socs7 (Martens et al, 2005), was also decreased (Fig 2D). In addition, the expression of the tyrosine phosphatase Ptpn6 (Shp1), which was shown to dephosphorylate Stat3 but not Stat1 or Stat5 (Demosthenous et al, 2015), was also changed based on our RNA-seq results. 

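Pias3 (ENSMUSG00000028101; chromosome 3, from 96696384 to 96706070) was at 35.9 ± 10.9 CPM in keratinocytes and 12.6 ± 5.74 in *ALK* F1174L TECs. Its log2 fold change of −1.49 (standard error 0.39) was called at the paper's thresholds and did not pass adjustment over all genes (adjusted P = 0.0579 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene was called in 2 of 6 fits with a library left out.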

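Socs7 (ENSMUSG00000038485; chromosome 11, from 97362551 to 97398542) went from 19.8 ± 3.43 CPM in keratinocytes to 9.37 ± 0.400 in *ALK* F1174L TECs, a log2 fold change of −1.07 (standard error 0.24, adjusted P = 0.0384 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap, and the gene was called in 3 of 6 fits with a library left out.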

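Ptpn6 (ENSMUSG00000004266; chromosome 6, from 124720707 to 124738714) was lower, at 42.3 ± 11.6 CPM in keratinocytes and 15.9 ± 4.75 in *ALK* F1174L TECs. The log2 fold change was −1.39 (standard error 0.31, adjusted P = 0.0379 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of 6 fits with a library left out called the gene.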

Previous reports showed that the expression of constitutively active form of Stat3 driven by the K5 promoter (K5.Stat3C mice) resulted in an increased number of tumors as well as a shorter latency period after DMBA/TPA treatment (Chan et al, 2008) and Stat3-deficient mice are resistant to chemically induced carcinogenesis (Chan et al, 2004).

Based on these observations, we hypothesized that expression of *ALK*^*F1174L*^ may trigger Stat3. To test this, we analyzed the protein homogenates from several *ALK*^*F1174L*^ and *ALK*^*F1174L*^*Kras*^*G12D*^ tumors with anti-Y705-Stat3 and anti-S727-Stat3 antibodies using Western blot (Fig 5A). The vast majority of tumors showed phosphorylation of Stat3, whereas Stat3 KO ES cells were devoid of any signal. To evaluate whether *ALK*^*F1174L*^ overexpression can lead to phosphorylation of Stat3, we compared HEK293T cells transiently overexpressing the mutated ALK (*pCMV-ALK*^*F1174L*^) with their corresponding mock control (*pCMV6-entry*). As shown in Fig 5B, the overexpression of *ALK*^*F1174L*^ in HEK293T cells resulted in Stat3 phosphorylation. On the basis of these results, we reasoned that Stat3 might play an essential role in mediating *ALK*^*F1174L*^-driven SCC formation. To test this possibility, we have crossed *ALK*^*F1174L*^ *Lgr5-CreERT2* mice to conditional Stat3 knockout mice (Jacoby et al, 2003) (Fig 5C). *ALK*^*F1174L*^ *Stat3*^*fl/fl*^ *Lgr5-CreERT2* showed prolonged tumor-free survival and progression-free survival as compared with *ALK*^*F1174L*^ *Lgr5-CreERT2* mice. However, tumor formation still occurred (Fig 5D and E). We verified the presence of the recombined *Stat3* floxed allele using PCR strategy (Moh et al, 2007) (Fig 5F). The resulting data revealed that 3/6 analyzed tumors from *ALK*^*F1174L*^ *Stat3*^*fl/fl*^ *Lgr5-CreERT2* mice were partially recombined and 3/6 tumors revealed the lack of the *Stat3* recombined allele (Fig 5F), suggesting that the recombination was partial. To test whether the resulting tumors were still expressing Stat3, we have performed immunostaining for p-Stat3 and observed that 100% of tumors still contained Stat3-positive cells (Fig 5G). This observation is in alignment with the data obtained from the analysis of the recombination efficiency (Fig 5F). We next evaluated the percentage of the recombination and counted the number of HF either positive or negative for p-Stat3 protein (all *WT* HF were devoid of p-Stat3). Whereas the vast majority of HFs in *ALK*^*F1174L*^ *Lgr5-CreERT2* mice showed readily detectable p-Stat3 protein, less than 50% of HF were positive for p-Stat3 in *ALK*^*F1174L*^ *Stat3*^*fl/fl*^ *Lgr5-CreERT2* mice (Figs 5H and S6D). It is plausible that these p-Stat3–positive HFs occurred because of the low recombination efficiency and likely give rise to the tumors observed.

**Figure 5.**
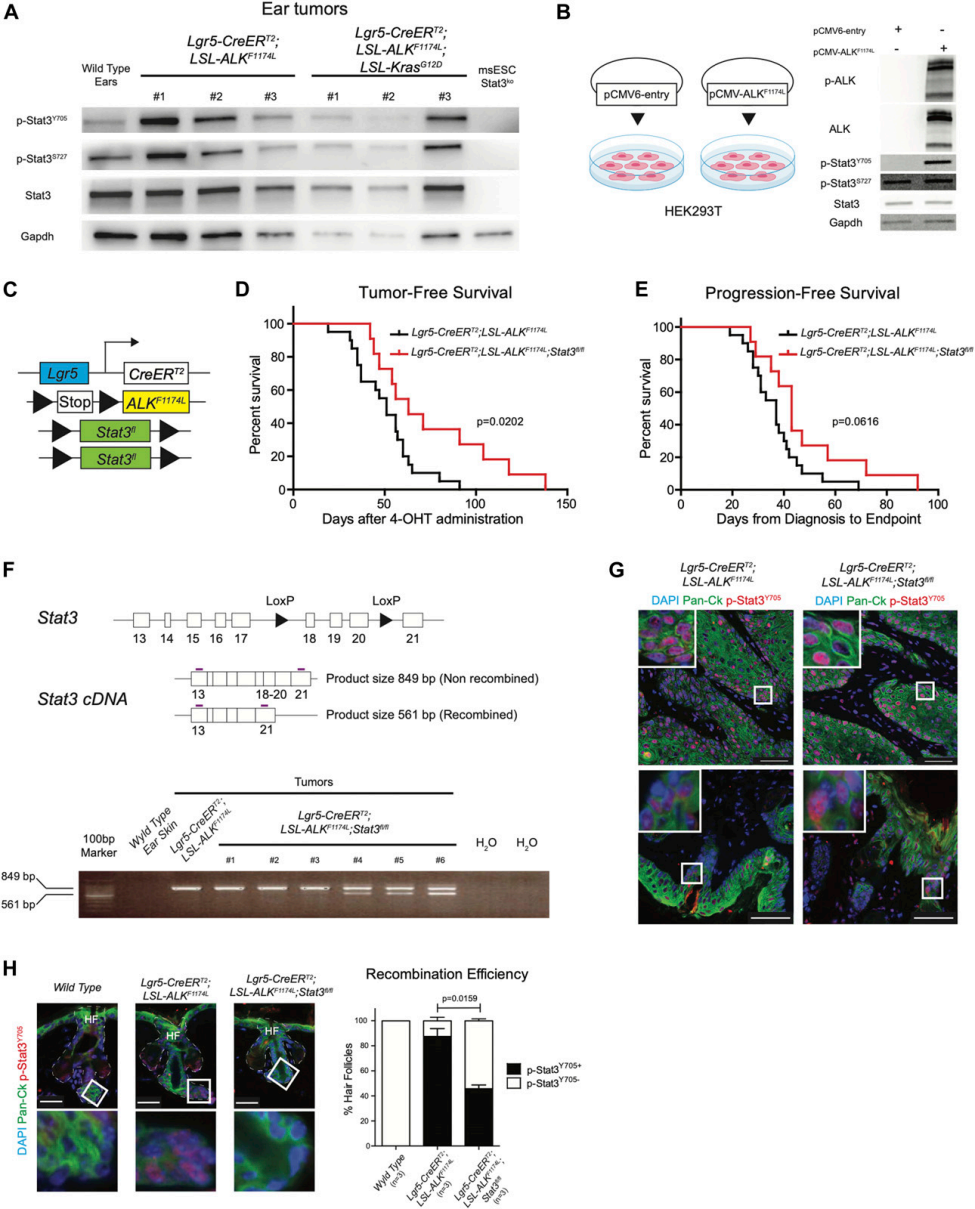
Stat3 is indispensable for ALK^F1174L^-driven tumorigenicity. **(A, B)** Western blot analysis of phosphorylation status of Stat3 in (A) *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumors and in (B) HEK293T cell line transiently expressing the *ALK*^*F1174L*^ transcript or control. **(C)** Graphical representation of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ genotype. **(D)** Tumor-free survival of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ (n = 20, median 51 d) and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ (n = 11, median 63 d) mice. Log-rank (Mantel–Cox) test; *P* = 0.0202, HR = 2.540. **(E)** Progression-free survival of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ (n = 20, median 37 d) and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ mice (n = 11, median 43 d). Log-rank (Mantel–Cox) test; *P* = 0.0616, HR = 2.066. **(F)** Above: structure of the *Stat3* floxed allele and graphical representation of PCR strategy to analyze recombination efficiency. Recombined allele will produce a shorter mRNA missing exons 18-19-20. White boxes represent exons, arrowheads represent the LoxP sites, and purple lines represent the primers. Below: RT-PCR analysis of different tissues. Whereas *wild-type* ear skin shows no detectable expression of *Stat3*, only 3/6 of the *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ tumors analyzed show a mixed expression of full-length and truncated *Stat3*. Number of tumors per mouse in *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ mice. Mean ± standard error of the mean (5.917 ± 1.026 n = 12, 5.727 ± 1.280 n = 11; two-tailed *t* test *P* = 0.9084). **(G)** Representative immunofluorescence images of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^, *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ ear tumors immuno-labelled with DAPI, pan-cytokeratin (Pan-Ck), and p-Stat3^Y705^ antibodies show phosphorylation of Stat3 within the tumors (above) and in the hyperplastic skin and in the hair follicles (HF) adjacent to the tumor masses (below). To note, all *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ tumors analyzed (n = 8) showed p-Stat3^Y705^ expression. Scale bars = 50 µm. **(H)** From left to right, *wild-type* ears HFs, and non-hyperplastic *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ and *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;Stat3*^*fl/fl*^ ear HFs adjacent to the tumor masses have been immuno-labelled with DAPI, pan-cytokeratin (Pan-Ck), and p-Stat3^Y705^ antibodies. Insets display strong p-Stat3^Y705^ expression within the HFs of *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ mice, whereas *wild-type* skin is devoid of p-Stat3^Y705^ expression. Scale bars = 25 µm. Quantification of the recombination was measured as relative number of HFs expressing or not expressing p-Stat3^Y705^. Only non-hyperplastic HFs were being considered for the analysis.

Although our data suggest that *ALK*^*F1174L*^-mediated tumorigenesis, at least in part, might occur via its downstream effector STAT3, further experimental evidence is required to determine the significance of these findings.

Our findings reveal a previously unknown role of oncogenic ALK signaling in cSCC. We show that the expression of a constitutively active *ALK*^*F1174L*^ in mice can lead to the development of aggressive forms of cSCC (Fig 6). On the molecular level, *ALK*^*F1174L*^ can cooperate with known cSCC drivers, including *Kras*^*G12D*^ as well with the loss of tumor suppressor p53. Moreover, our data demonstrate that Stat3 is essential for mediating the oncogenic effect of *ALK*^*F1174L*^. In addition to our data uncovering the essential role of oncogenic *ALK*^*F1174L*^ in mouse cSCC, we show that human samples of cSCC contain *ALK* mutations as well. Therefore, our data provide a rational for oncogenic ALK as a novel therapeutic target and can serve as a basis for the design of future clinical trials.

**Figure 6.**
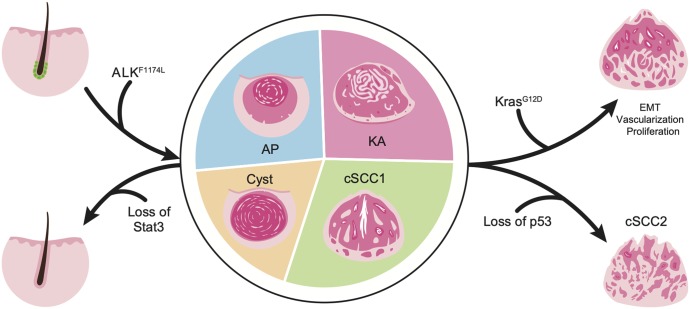
A schematic illustration summarizing main findings. **(A)** Expression of *ALK*^*F1174L*^ in Lgr5^+^ hair follicle stem cells results in formation of different skin lesions as Cysts, acanthopapilloma (AP), keratoacanthoma (KA), or squamous cell carcinoma type 1 (SCC1). Additional *Kras*^*G12D*^ expression leads to increased epithelial to mesenchymal transition, proliferation, and vascularization. Loss of p53 primes to formation of a more aggressive tumor: squamous cell carcinoma type 2 (SCC2). Finally, loss of Stat3 prevents the tumor formation ALK^F1174L^-induced.

## Materials and Methods

### Transgenic mice

All animal experiments have been approved by the cantonal veterinary authorities of Zurich, in accordance with Swiss laws. For DNA isolation, mouse biopsies were lysed using lysis buffer (5M NaCl, 2M Tris, pH 88.5, 0.5M EDTA, and 20% SDS) and proteinase K. DNA was precipitated in 50% lysate and 50% isopropanol and centrifuged at 20.817*g* for 30 min. After washing in 70% ethanol, 2 µl of DNA were mixed with 10 µl KAPA Taq ReadyMix with dye (KK1024; Kapa Biosystems) and with 0.8 µl of each primer (10 µM) and finally brought to 20 µl with MilliPore water. The following primers with according melting temperatures were used: 60°C, LSL-ALK_7083_Fw (CCATCAGTGACCTGAAGGAGG) LSL-ALK_7083_Rv (CACGTGCAGAAGGTCCAGC), 60°C, Cre_Fw (CTATCCAGCAACATTTGGGCCAGC) Cre_Rv (CCAGGTTACGGATATAGTTCATGAC), 60°C, LSL-KRAS_Fw1 (TGTCTTTCCCCAGCACAGT) LSL-KRAS_Rv (CTGCATAGTACGCTATACCCTGT) KRAS_Fw2 (GCAGGTCGAGGGACCTAATA), 55°C, Stat3_floxed_Fw (TTGACCTGTGCTCCTACAAAAA) Stat3_floxed_Rv (CCCTAGATTAGGCCAGCACA), 60°C, p53-oIMR8543_Fw (GGTTAAACCCAGCTTGACCA) p53-oIMR8544_Rv (GGAGGCAGAGACAGTTGGAG), 58°C, iCre-K5_Fw (CTCTGACAGATGCCAGGACA) iCre-K5_Rv (TCTCTGCCCAGAGTCATCCT), 60°C, K14-CreErt2_T_Fw (CGCATCCCTTTCCAATTTAC) K14-CreErt2_T_Rv (GGGTCCATGGTGATACAAGG) K14-CreErt2_C_Fw (CTAGGCCACAGAATTGAAAGATCT) K14-CreErt2_C_Rv (GTAGGTGGAAATTCTAGCATCATCC) PCRs were run on a Thermocycler (T300; Biometra) using the following program. 5 min at 95°C, 35 times: denaturation for 40 min at 95°C, annealing for 40 min at MT, 40 min of elongation at 72°C, and final elongation for 10 min at 72°C. The PCR products were run on 2% agarose (in Tris-acetate-EDTA [TAE]) gels containing RedSafe (21141; JH Science) at 90V until bands were nicely separated and subsequently visualized using BioDoc-It Imaging System (Ultra-Violet Products). All transgenic mice used for experiments were maintained in a C57Bl6/129-mixed background. Lgr5tm1(cre/ERT2)Cle (MGI ID: 3764660), Stat3tm2Aki (MGI ID: 1926816), and Tg(KRT14-cre/ERT)20Efu (MGI ID: 2446606) were purchased from The Jackson Laboratory. Tg(Th-ALK*F1174L)2Loch mice were created in the Laboratory of Prof. JH Schulte (Berlin, Germany). Tg(KRT5-cre/PGR)1Der (MGI ID: 2651408) mice were kindly obtained from Laboratory of Prof. M Van Der Broek (Zurich, Switzerland). Tg(Krt1-15-cre/PGR)22Cot mice were generously got from Laboratory of Prof. Y Barrandon (Lausanne, Switzerland). Trp53tm1Brn (MGI ID: 1931011) and B6.129S4-Krastm4Tyj (MGI ID: 2429948) mice were donated by Laboratory of TR Graft (Zurich, Switzerland). The recombination efficiency PCRs were performed as previously described for p53 (Marino et al., 2000) and Stat3 (Moh et al, 2007).

### Induction of Cre activity, termination criteria, and in vivo imaging system

For activation of Cre activity, 6–12-wk-old mice were shaved on the back skin and 4-Hydroxytamoxifen (4-OHT) 25 mg/ml (≥70% Z isomer H7904; Sigma-Aldrich) was topically administered for three consecutive days, using a small paint brush on both ears (inside and outside), on the tail and on the shaved patch of the back skin. The mice were euthanized when termination criteria was reached. In most cases, size of tumors (>0.5 cm of diameter, n = 2) was the adopted termination criteria. Secondary, mice were euthanized if developed one tumor bigger than 1 cm of diameter or if tumor was ulcerative or bleeding. Mice that showed wounds (signs of fights) were withdrawn from experiment. On the day of euthanizing, the animals were anesthetized with isoflurane (B506; Abbott) and shaved with a waxing cream (Veet). Then mice have been injected with 150 mg/kg body weight of XenoLight D-Luciferin-K+ Salt Bioluminescent Substrate (122799; PerkinElmer) and imaged with IVIS Lumina III (PerkinElmer). In vivo and ex vivo analysis was performed, and tissue was collected according with the signal acquired for histological analysis. Skin, organs, and tumors were embedded in paraffin for immunohistochemistry and hematoxylin and eosin staining.

### Immunofluorescence and immunohistochemistry and hematoxylin & eosin (H&E)

Mouse skin and tumor samples were fixed in Roti-Histofix (P078.3; Roth) for 2 h. Then washed in PBS and embedded in paraffin (MEDITE PURE Paraffin, 40-0020-00; MEDITE). Sections of 5-μm-thickness were deparaffinized, rehydrated using the Automated Staining System AS-2 (SN: 180.001.1015.119; Pathisto), and antigen retrieval was performed in citrate buffer (pH 6.0, 82% 10-mM sodium citrate plus 18% of 10 mM citric acid) or in EDTA buffer (pH 8.0, 1 mM EDTA, 0.05% Tween 20) for 25 min at 110°C using Decloaking Chamber (SN: DG12-220-0134; Biocare Medical). At least 20 independent sections per genotype were histologically scored. For immunofluorescence assay, the sections were washed with PBS and incubated in blocking solution (5% horse serum in PBS) for 1 h. Subsequently, the slides were incubated overnight at 4°C with the following primary antibodies diluted in PBS: 1:500 monoclonal anti–pan-cytokeratin−FITC (F0397; Sigma-Aldrich), 1:500 anti-vimentin antibody (ab92547; Abcam), and 1:100 Phospho-Stat3 (Tyr705) antibody D3A7 (9145S; Cell Signaling Technology). After washing in PBS, Alexa Fluor 555 goat antirabbit IgG (A21428; Invitrogen) diluted 1:250 in PBS was applied for 1 h at room temperature. The sections were washed in PBS and mounted with DAKO Fluorescent Mounting Medium (S3023; DAKO) containing 1:1,000 Hoechst 33342 (H1399; Molecular probes by Life Technologies). Images were captured with Leica DMI6000 B and analyzed using the LAS X software or with Zeiss Axio Scan.Z1 and processed with ZEN software. Immunohistochemistry was performed following the instruction of Mouse on Mouse (M.O.M.) Basic Kit (BMK-2202; Vector Laboratories) combined with the protocol of ImmPRESS-AP Anti-Rabbit Ig Reagent–Alkaline Phosphatase (MP-5401-15; Vector Laboratories). Briefly, deparaffinization and antigen retrieval were performed as previously described. M.O.M. kit was used 1:1,000 monoclonal anti–pan-cytokeratin−FITC (F0397; Sigma-Aldrich), Anti-Ki67 antibody (15580; Abcam), and 1:1,000 Anti-CD31 antibody (ab182981; Abcam). Detection of the signal was performed with the Vector Blue Substrate Kit (SK5300; Vector Laboratories) and DAB Substrate Kit (ab64238; Abcam) or AEC Substrate system (ab64252; Abcam). The slides were mounted with DAKO Fluorescent Mounting Medium (S3023; DAKO) and sealed with nail polish. Images were captured with Zeiss Axio Scan.Z1 and processed with ZEN software. For H&E, the slides were first deparaffinized for 20 min in Histo-Clear (D1620333; Chemie Brunschwig), and then rehydrated for 1 min each in 100%, 96%, 80%, and 70% ethanol and ddH_2_O. After 10 min in hematoxylin, the slides were washed for 30 min in tap water, 30 min in Scott Water (8 mM MgSO_4_ × 7H_2_O [M2643-500G; Sigma-Aldrich] and 24 mM NaHCO_3_ [S5761; Sigma-Aldrich]), and 1 min in eosin (0.2%, 41-6660-00; MEDITE) containing three drops of CH_3_COOH. Subsequently, the slides were dehydrated and finally placed for 20 min in xylol (103746; EBIS). Then, mounting was performed using Eukitt Quick hardening mounting medium (03989; Fluka). Images were captured with Zeiss Axio Scan.Z1 and processed with ZEN software.

### Quantifications

Quantification of Vimentin^+^ and pan-cytokeratin^+^ cells was performed using a machine learning bio-image analysis software: QuPath (Bankhead et al, 2017). The software was trained to identify tumor cells, stromal cells, EMT cells, and false positives. Quantification of CD31 signal and ki67^+^ cells over pan-cytokeratin area was performed with CellProfiler (www.cellprofiler.org), a cell image analysis software. Proliferation rate was calculated by identification of tumor area and subsequent count of proliferating nuclei within the mask made out of the tumor. Relative enrichment of vessels within the tumors was performed by identification of tumor and vessel areas and subsequent quantification with an inverse mask out of tumor area for CD31^+^ signal. The correlation of the number of vessels with the CD31^+^ signal was statistically significant, out of three tumors quantified (Pearson r = 0.9990; two-tailed *P* = 0.0289). For the quantification of vimentin staining, we have used five different *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ mice from which we analyzed 21 independent tumors (one section per tumor) and five different *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ mice from which we analyzed 12 independent tumors. For CD 31 quantification, we used 60 independent *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumors (one section per tumor) and 28 independent *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ tumors (one section per tumor). For Ki67 staining, we used 70 independent *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^*;LSL-Kras*^*G12D*^ tumors (one section each) and 46 independent *Lgr5-CreER*^*T2*^*;LSL-ALK*^*F1174L*^ tumors (one section per tumor).

### Statistical analysis

Statistical analysis and graphical representation were performed with GraphPad Prism 5 software. The n reported in the figures or figure legends always refer to the number of mice used for each analysis. Column analysis was always performed with *t* test or Mann–Whitney test accordingly if the group of data considered in examination had a normal distribution or not (D’Agostino & Pearson omnibus normality test). Log-rank (Mantel–Cox) test was performed for statistical analysis of survivals.

### DNA extraction from paraffin tissue and sequencing of Alk exon 23

Paraffin-embedded cSCC from DMBA/TPA–treated mice were kindly gifted by the Laboratory of Prof. Sabine Werner. A few sections of tumors were collected in an Eppendorf tube together with 500 μl lysis buffer, which was incubated at 95°C for 10 min, and then centrifuged at 4°C, 20.817*g* for 5 min and the paraffin was removed. DNA extraction was performed as described above. Exome 23 of Alk was then amplified using KAPA Taq ReadyMix with dye (KK1024; Kapa Biosystems) with specific primers (msAlk-ex23_fw: CTATGCATCGCCCCAGGAAG, msAlk-ex23_Rv: GGCTGACTCCCAGGAGCCCA; MT = 60°C), and amplicons were sent for Sanger sequencing to Microsynth. Sequencing results were analyzed with Sequencer 5.1 (Genecode) and compared with reference sequence downloaded from Ensembl (www.ensembl.org).

### FACS sorting and RNA sequencing

FACS isolation of ear tumor cells and normal ear keratinocytes was performed as previously described (Nassar et al, 2015). mRNA from sorted cells was extracted using the RNeasy Plus Micro Kit (74034; QIAGEN) according to the manufacturers’ instructions. Biological replicates from nine independent mice, three Lgr5-CreER^T2^;LSL-ALK^F1174L^, three Lgr5-CreER^T2^;LSL-ALK^F1174L^;Kras^G12D^, and three Cre^−^ littermates, were sent to the Functional Genomic Center Zurich for RNA sequencing. RNA-seq-poly-A strategy was used to build the libraries, and Illumina Novaseq 6000 (Illumina) was used for sequencing. For following analysis, genes were selected based on *P*-value less than 0.01, and Log_2_ expression fold change is either above 0.5 or less than −0.5. GO and KEGG signaling pathways analysis was performed by using Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatics web tool. Gene Set Enrichment Analysis was performed against the MSigDB c5.bp.v6.2 gene set and clustering of enriched biological processes was performed using Cytoscape’s EnrichmentMap tool (version 3.2.0). Graphical visualization of RNA sequencing data was performed using R (version 3.5.0) and displayed in terms of Z-score values. RNA-seq data were deposited and made publicly available on the Gene Expression Omnibus (GSE147642).

### Cell culture

HEK293T cell line (ATCC CRL-3216) was cultured in DMEM Low Glucose w/L-Glutamine w/Sodium Pyruvate medium (L0060-500; Dominique Deutscher) enriched with 1.75*g* D-(+)-glucose (G8270; Sigma-Aldrich), 10% FCS (S181B-500; Dominique Deutscher), 1% L-glutamine (25030024; Gibco), and 1% sodium pyruvate (11360-039; Gibco) and maintained in a humidified incubator at 37°C, 5% CO_2_. Transient transfection was performed using Lipofectamine 2000 (11668-019; Thermo Fisher Scientific) according to the manufacturers’ protocol. The following plasmids were used: *pCMV6-ALKF*^*1174L-*^*Myc-DDK-tagged* (RC400189; OriGene) and pCMV6-Entry (PS100001; OriGene). 48 h post-transfection, protein extraction was performed.

### Western blot

Proteins were extracted using radio-immunoprecipitation assay (RIPA) lysis buffer (89900; Thermo Fisher Scientific) containing cOmplete ULTRA protease inhibitor (05892970001; Roche) and PhosSTOP (4906837001; Roche) and Phosphatase Inhibitor Cocktail 2 and 3 (P5726, P0044; Sigma-Aldrich). Cell lysates were centrifuged for 30 min at 20.817*g* at 4°C and supernatant was collected. Protein quantification was performed by Pierce BCA assay according to the manufacturers’ instructions (23227; Thermo Fisher Scientific). 30 μg of protein lysates mixed with Laemmli sample buffer (161-0747; Bio-Rad) was loaded into Precast Tris–HCl gels, 4–20% (456-8093; Bio-Rad). Trans-Blot Turbo Transfer System (690BR013492; Bio-Rad) was used to blot the gel onto polyvinylidene fluoride (PVDF) membranes (170-4156; Bio-Rad) and subsequently blocked for 1 h in 5% milk in TBS-T (TBS with 0.1% Tween [P4780-500ML; Sigma-Aldrich]). Overnight application of the following antibodies diluted in TBS-T was used: 1:500 Phospho-ALK (Tyr1604) Antibody (3341; Cell Signaling Technology), 1:1,000 Phospho-STAT3 (T705) Antibody (9131; Cell Signaling Technology), 1:1,000 Phospho-STAT3 (S727) Antibody (9134; Cell Signaling Technology), 1:2,000 in GAPDH Loading Control Monoclonal Antibody (MA5-15738; Thermo Fisher Scientific), and 1:5,000 Monoclonal anti-α-Tubulin (T-5168; Sigma-Aldrich). The membranes were washed in TBS-T and then incubated for 1 h at room temperature with the following secondary antibodies (1:2,000 in 5% milk in TBS-T): HRP anti-rabbit IgG (410406; BioLegend) and goat anti-mouse IgG HRP (405306; BioLegend). The signal was detected by application of Clarity Western ECL Substrate (170-5060; Bio-Rad) using Fusion FX VILBER LOURMAT (12-200168).

At least four independent tumors per genotype were subjected to Western blot analysis.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

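RNA was sequenced from cells sorted by FACS from the ears of 9 mice, 1 library per mouse. The libraries described here are those of tumor epithelial cells of 3 *ALK* F1174L mice and of keratinocytes of 3 Cre- littermates. The results of 3 other libraries and of some single genes are not reported here. According to the paper's methods, RNA was extracted with a column kit, poly-A libraries were prepared and sequenced on an Illumina instrument, and genes were selected at P below 0.01 with a log2 fold change above 0.5 or below −0.5. GO and KEGG terms were tested there with DAVID, and MSigDB collections were used.

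The authors deposited raw counts, the number of reads on each gene in each library, with no normalization and no pooling of replicates. The aligner, the counting program, the use of strand and the genome build are not named in the paper's text. Each of the 9 tables lists 25700 Ensembl identifiers, and 4725 of them have 0 counts in every library. Symbols and coordinates were taken from the GENCODE M21 annotation of GRCm38, in which 25587 of the identifiers were found, and the coordinates are 1-based. Genes with near-identical copies, such as Krt6a and Krt6b, the Serpinb3 family, Il11ra1 and Il11ra2, and Csf2rb and Csf2rb2, are uncertain, because the counting could have divided or dropped their reads.

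These 6 libraries held between 15676465 and 32363999 counts, with a median of 23788307 in keratinocytes and 23052618 in *ALK* F1174L TECs. The smallest level the depth can show, 3 counts, lay between 0.093 and 0.191 CPM. This floor covers counting error only, since reads without molecular identifiers are not independent molecules. The 2 groups were compared in a fit of their own 6 libraries with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, and the robust quasi-likelihood test). TMM factors over all 9 libraries ranged from 0.921 to 1.04 in these 6. The biological coefficient of variation was 0.427. The standard error of a log2 fold change was worked back from the test. It is the fold change before edgeR's shrinkage, divided by the square root of the quasi-likelihood test statistic. It thus restates the test and is not a separate measure of spread. A gene was called at the paper's thresholds, and the number past a Benjamini-Hochberg adjusted P of 0.05 was counted beside it. Where all libraries of the lower group had at most 3 counts, the fold change is given as a lower bound against that floor. Levels in CPM were scaled with these TMM factors. No comparison of 3 libraries with 3 can reach an exact two-sided P below 0.1 for a single value.

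Lists of genes were tested with limma 3.58.1 (camera with a preset correlation of 0.01 between genes, two-sided). There were 41 lists, written by hand or taken from the mouse Reactome lists of fgsea 1.28.0, and for an overview all Reactome lists with 15 to 500 tested genes were used. P values were adjusted over the 41 lists and, in the overview, over the Reactome lists. NCBI gene numbers, which these lists use, were found for 81.3% of the identifiers. The GO, KEGG and MSigDB collections were not used here. The difference given for a list is the median log2 fold change of its genes minus that of all other genes.

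The genes the text may name were set by a rule: every gene that the paper names for the RNA-seq or lists in its figures, the genes of the lists where a list is reported, the sorting markers, Alk, Hras, Nras, Lgr5, Trp53 and sex-linked genes, and the 3 largest increases and 3 largest decreases among genes with an adjusted P below 0.05, a mean of at least 10 CPM in the higher group and no overlap between groups. Which of these genes were named was decided after their values were seen.

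The replicate numbers 1 to 3 come from the descriptions in the sample labels, whose titles number some libraries differently. Libraries with the same number are different mice, and the paper does not describe a pairing.

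The pipeline was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by 2 on the log2 scale. In this comparison, 163 of 200 changed genes were called in the right direction, 0 in the wrong one, and 123 of 13400 unchanged genes were called (0.92%). The list test found 2 of 2 changed lists of 30 genes and 0 of 100 random lists. The simulated genes were drawn independently of one another. The simulation therefore cannot show how often the list test passes unchanged lists whose genes are correlated, as in real libraries.

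The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, DESeq2's size factors in edgeR, scaling to library size only, no filter on low counts, a filter at a mean of 10 CPM in a group, all 9 libraries in one fit, the replicate number as a block, an adjusted P below 0.05 as the threshold, and each library left out in turn. For the lists they were fry and camera with a correlation estimated from the libraries. Immunostaining, western blots and in vivo measurements were not analysed here.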

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

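A pair of marker lists and single genes that the paper does not discuss stood above the keratinocyte libraries. Except for the test on receptor and cytokine genes, the tests in this part were chosen after the results were seen, and so were the levels at which a marker list was picked out.

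The genes of Langerhans and dendritic cells, mostly MHC class II genes, were higher in *ALK* F1174L TECs. The mean over libraries of the median level of 6 markers was 83.79 CPM in *ALK* F1174L TECs, against 2.974 in keratinocytes. Single libraries had medians of 77.56, 57.15 and 116.67 in *ALK* F1174L TECs and of 0.16, 3.76 and 5 in keratinocytes. Cd74 went from 4.88 CPM in keratinocytes to 114 in *ALK* F1174L TECs. A candidate explanation is RNA of Langerhans or dendritic cells carried through the sort. Library size was tested by thinning the libraries to equal totals: the median log2 fold change of the MHC class II genes was then 4.56, against 4.59 as counted, a step that could hardly move an increase of this size between groups of similar depth and so tells little. The pattern cannot be told apart from RNA of other cells.

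The genes of melanocytes were higher in *ALK* F1174L TECs, with a mean of the libraries' medians of 57.28 CPM over 6 markers, against 2.782 in keratinocytes. Libraries of replicates 1, 2 and 3 had medians of 7.6, 75.98 and 88.25. If melanocyte RNA in the sorted cells were the source, the markers would rise and fall together, and 4 of 6 markers had the same order over the 3 *ALK* F1174L libraries as their mean. With 3 libraries, this cannot tell melanocyte RNA from expression by the tumor cells.

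Several genes went from 0 CPM in keratinocytes to high levels. Cxcl5 stood at 43.13 CPM in *ALK* F1174L TECs (at least 334-fold higher), Serpinb3d at 30.91 CPM (at least 239-fold higher) and Dynap at 23.25 CPM (at least 180.1-fold higher). The spread between mice was wide, with an SD of 58.63 for Cxcl5 in *ALK* F1174L TECs. Reads of Serpinb3d can be shared with near-identical copies. No explanation was tested for these genes. The largest decreases by the same rule were those of Serpinb7, Adamts14 and Sema3d in *ALK* F1174L TECs, with log2 fold changes of −6.04, −6.38 and −6.75.

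The 10 JAK-STAT receptor and cytokine genes of Fig 2D that rose in *ALK* F1174L TECs had a median log2 fold change of 5.64. Leukocyte RNA in the sorted cells is a candidate explanation, and the leukocyte markers set for the test, 4 of which could be tested, had a median of 3.78. Over a longer list, 10 of 16 markers were tested, with a median of 2.85, a range of 0.03 to 5.09 and 3 called. Single markers rose by 2.70 (Cd68), 5.09 (Lyz2), 3.62 (Laptm5) and 3.93 (Tyrobp). The 10 genes are shown in the figure because they rose, and a rise of leukocyte markers does not show which cells the receptor and cytokine RNA came from, so the test does not separate leukocyte RNA from expression by the tumor cells.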

How the results depend on the processing

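The alternatives were set before the data were examined. All results compare *ALK* F1174L TECs (ALK) with keratinocytes (control). Counts are called changed where they differ by more than 1.5 times from the reported ones, and the cause was not tested for any of them.

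With DESeq2, the count of genes ALK vs control was 2905, which includes 1930 of 1930 reported calls. For genes ALK vs control, lower, it gave 1275, and it gave 19 keratins ALK vs control and 7 Stat3 regulators ALK vs control. At an adjusted P below 0.05, genes ALK vs control, lower, numbered 511 and Stat3 regulators ALK vs control 2. The list of Ras, Raf, Mek and Erk components reversed to 0.236 with the filter at a mean of 10 CPM and to 0.02 without a filter, and the filter at a mean of 10 CPM also reversed the list of basement membrane and collagen genes to −0.304.

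With camera's correlation estimated from the libraries, 0 lists passed. The numbers at an unadjusted P below 0.05 were 4 of 41 gene lists and 22 of 677 Reactome lists.

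With the replicate number as a block, genes ALK vs control numbered 1466 (1283 shared with the reported calls), gene lists ALK vs control 16 and all Reactome lists ALK vs control 40, and the list of the Hedgehog pathway reversed to 0.162. Over the settings other than a library left out, genes past an adjusted P of 0.05 numbered from 621 with this block to 2972 with DESeq2, against 1369 reported. Same-numbered libraries, which are different mice, had a mean correlation of deviations of 0.016.

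With one library left out in turn, genes ALK vs control ranged from 1010 to 2670 (higher from 687 to 1414, lower from 323 to 1256), keratins from 8 to 25 and panel genes from 41 to 67. Stat3 regulators ranged from 0 to 5, and in the 3 fits with 0 there were 6, 6 and 7 of 21 at an unadjusted P below 0.05. Gene lists ALK vs control ranged from 14 to 21 and all Reactome lists ALK vs control from 30 to 132. The log2 fold changes of Stat3 (−0.169 to 0.235), Ptch1 (−0.479 to 0.364) and Hras (−0.388 to 0.037) changed sign, as did the lists of the citric acid cycle (−0.091 to 0.073), the Hedgehog pathway (−0.255 to 0.389), Ras components (−0.09 to 0.077) and Collagen formation (−0.131 to 0.482).

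Over all settings, the genes named with a level or fold change held their direction and side of the threshold in 753 cases, lost the threshold in 44, gained it in 28 and reversed in 6. For the named lists among the 41, 340 held, 21 lost it, 16 gained it and 15 reversed. Depth limits genes below about 0.191 CPM, the level of 3 counts in the smallest of the 6 libraries.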

Differences from the paper's values

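The paper states that Krt7 increased in *ALK* F1174L TECs. Its log2 fold change here was −1.04 (standard error 0.94), and none of the 14 other fits that tested it called it higher.

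In Fig 2D, Tln2 and Il11ra2 are shown as decreased and were not called here. Tln2 was called with DESeq2, the likelihood ratio test, scaling to library size only, no filter, all 9 libraries in one fit, and without keratinocyte replicate 3. Il11ra2 had too few counts to be tested, and the 1 other fit that tested it, without a filter, did not call it.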

Other observations

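The test on the number of called genes was chosen before its result was seen, and the other tests in this part after.

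Other splits of the same 6 libraries were tested. Of the 10 splits, 4 part all 3 pairs of same-numbered libraries and 6 part 1 pair. The real split was compared with the 4, so the share is at least 1 of 4. In *ALK* F1174L TECs against keratinocytes, 1 of 4 splits, the real one, gave as many as 1930 genes. The other 3 of these gave 7 to 54 genes, and the 6 that part 1 pair gave 4 to 358. The same count was 1 of 4 for the 12 keratins, for the 70 genes of Fig 2D, a panel chosen on these data, and for the 4 Stat3 regulators.

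For lists, other splits gave results as large. At least 15 gene lists were found in 2 of 4 splits, where the other 3 gave 9 to 19, and in 2 of the 6 splits that part 1 pair, which gave 9 to 16. At least 57 Reactome lists were found in 3 of 4 splits, where the other 3 gave 50 to 129, and in 1 of the 6, which gave 7 to 159. The number of lists past the threshold cannot be told apart from other splits of these libraries.

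Fatty acid oxidation genes were lower in *ALK* F1174L TECs. Sebaceous cells in the keratinocyte libraries could contribute, since 12 sebaceous markers differed by −2.75, −1.07 and 0.61 from keratinocyte replicates 1, 2 and 3, and the list by −1.30, −0.90 and −0.49. Against replicate 3, 22 of 26 genes were still lower. By their median difference, the sebaceous markers were higher in *ALK* F1174L TECs than in that library. Their median level was 31.66 CPM there and 35.14, 53.54 and 27.16 CPM in *ALK* F1174L replicates 1, 2 and 3. The markers thus give no clear sign that sebaceous RNA made the decrease of −0.49 there, but this rests on 1 keratinocyte library. Whether sebaceous RNA adds to the larger decreases against replicates 1 and 2 cannot be told.

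Counts of Y chromosome genes differed between libraries of one genotype. The counts of Ddx3y, Eif2s3y, Kdm5d and Uty summed to 0 in *ALK* F1174L replicate 2 and to between 3477 and 5975 in the other 5 libraries of keratinocytes and *ALK* F1174L TECs.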
